# An allelic series of spontaneous *Rorb* mutant mice exhibit a gait phenotype, changes in retina morphology and behavior, and gene expression signatures associated with the unfolded protein response

**DOI:** 10.1093/g3journal/jkad131

**Published:** 2023-06-10

**Authors:** George C Murray, Jason A Bubier, Oraya J Zinder, Belinda Harris, James Clark, Mia-Cara Christopher, Courtany Hanley, Harianto Tjong, Meihong Li, Chew Yee Ngan, Laura Reinholdt, Robert W Burgess, Abigail L D Tadenev

**Keywords:** *Rorb*, allelic series mutation, mouse models, neurodevelopment, epilepsy, autism spectrum disorders, bipolar disorder, unfolded protein response

## Abstract

The *Retinoid-related orphan receptor beta* (*RORβ*) gene encodes a developmental transcription factor and has 2 predominant isoforms created through alternative first exon usage; one specific to the retina and another present more broadly in the central nervous system, particularly regions involved in sensory processing. *RORβ* belongs to the nuclear receptor family and plays important roles in cell fate specification in the retina and cortical layer formation. In mice, loss of RORβ causes disorganized retina layers, postnatal degeneration, and production of immature cone photoreceptors. Hyperflexion or “high-stepping” of rear limbs caused by reduced presynaptic inhibition by *Rorb*-expressing inhibitory interneurons of the spinal cord is evident in RORβ-deficient mice. *RORβ* variants in patients are associated with susceptibility to various neurodevelopmental conditions, primarily generalized epilepsies, but including intellectual disability, bipolar, and autism spectrum disorders. The mechanisms by which *RORβ* variants confer susceptibility to these neurodevelopmental disorders are unknown but may involve aberrant neural circuit formation and hyperexcitability during development. Here we report an allelic series in 5 strains of spontaneous *Rorb* mutant mice with a high-stepping gait phenotype. We show retinal abnormalities in a subset of these mutants and demonstrate significant differences in various behavioral phenotypes related to cognition. Gene expression analyses in all 5 mutants reveal a shared over-representation of the unfolded protein response and pathways related to endoplasmic reticulum stress, suggesting a possible mechanism of susceptibility relevant to patients.

## Introduction

*Retinoid-related orphan receptor beta* (*RORβ*) encodes a transcription factor that belongs to the nuclear receptor family along with RORα and RORγ (Becker-Andre *et al.* 1993; Carlberg *et al.* 1994; Giguere *et al.* 1994; Hirose *et al.* 1994). The *ROR*β locus maps to human chromosome 9q22 and mouse chromosome 19 (GRCm39 Ensembl release 109) (Andre, Conquet *et al.* 1998). The *RORβ* gene uses alternative first exons to produce 2 transcripts encoding RORβ1 and RORβ2 (Andre, Gawlas *et al.* 1998; Liu *et al.* 2013). *Rorb1* is expressed throughout the central nervous system (CNS) of rats in regions associated with sensory processing and circadian behavior while *Rorb2* is expressed exclusively in the eye and pineal gland where it exhibits a strong circadian expression pattern (Baler *et al.* 1996; Schaeren-Wiemers *et al.* 1997; Andre, Gawlas *et al.* 1998). Expression of both *Rorb* isoforms is regulated by the developmental stage in the retina of mice, with *Rorb1* expression peaking embryonically and *Rorb2* gradually increasing to plateau by P15 (Liu *et al.* 2013).

Much of what is known about RORβ function comes from studies in rodents. *Rorb*-knockout mice exhibit a duck-like gait, retinal degeneration, temporary male infertility, and a slightly extended period under constant darkness (Andre, Conquet *et al.* 1998). The duck-like gait phenotype may be explained by degraded sensory transmission of RORβ−positive interneurons in the dorsal spinal cord that restrict flexor activity during locomotion. Ablating RORβ interneurons of the spinal cord, and blocking neurotransmission of RORβ interneurons, were both sufficient to phenocopy the duck-like gait of *Rorb-*knockout mice and reduce primary afferent depolarization, suggesting that motor neurons are activated by lower-intensity stimulation in these mice, leading to hyperflexion (Del Barrio *et al.* 2013; Koch *et al.* 2017). Evidence from *sauteur d’Alfort* rabbits with a dramatic locomotor phenotype provides further insight regarding the cellular basis of gait deficits due to RORβ dysfunction. These rabbits contain a splice-site mutation in an evolutionarily conserved site near exon 9 of *RORβ* and produce several aberrant transcript isoforms incorporating an intronic sequence. Drastic reduction of RORβ-positive neurons in the spinal cord, and defects in the differentiation of spinal interneuron populations, are described in these rabbits, which lift their hindlimbs entirely off the ground when moving quickly (Carneiro *et al.* 2021).

The role of RORβ in development and cellular differentiation is not limited to the spinal cord. There is considerable evidence that RORβ directs cell fate in the retina. During development, RORβ is highly expressed in, and specific to, the developing retina beginning at the optic cup stage, E12.5, where it is co-expressed with other transcription factors involved in optic progenitor cell proliferation (Chow *et al.* 1998). During photoreceptor development, RORβ binds to *Opn1sw* to induce S-opsin (short wavelength, blue) expression, which is reduced in the retinas of RORβ-knockout mice (Srinivas *et al.* 2006). RORβ-knockout mice also lose rods and overproduce primitive S-cones through interactions with a rod-development pathway involving induction of *neural retinal leucine zipper* (*Nrl*) (Jia *et al.* 2009). Indeed, deletion of either *Rorb1* or *Rorb2* increases the ratio of cones to rods by 2-fold, and *Rorb2* expression is lost in *Nrl*^−/−^ mice, suggesting a reciprocal feedback mechanism that may support rod differentiation in healthy mice (Fu *et al.* 2014). Alternatively, *Rorb1-*deficient mice created by gfp cassette insertion express *Rorb2* but lose horizontal and amacrine cells in the retina (Liu *et al.* 2013).

There is also evidence that *Rorb1* functions in the developing brain. During embryonic development, *Rorb* is expressed in the neocortex of mice, but over the first postnatal week becomes highly restricted to layers IV and V of sensory areas (Nakagawa and O'Leary 2003). Indeed, RORβ and BRN1/2, 2 mutually repressive transcription factors, both function in layer IV and layer II/III patterning, respectively, where RORβ suppresses layer II/III characteristics (Oishi *et al.* 2016). Loss of RORβ function reduces the size of individual barrels in the somatosensory cortex, causes a delay in excitatory input to cortical barrels, and disrupts gene expression in layer IV neurons causing them to downregulate layer IV genes and upregulate layer V genes (Moreno-Juan *et al.* 2017; Clark *et al.* 2020). Alternatively, *Rorb* overexpression in the developing cortex of mice is sufficient to induce clustering of neurons to form structures reminiscent of barrels that are targeted by thalamocortical afferents, indicating that RORβ may regulate cell–cell interactions and axon-targeting (Jabaudon *et al.* 2012). Brain-region-specific knockout and overexpression of *Rorb* have been shown to influence the abundance of projections from the superior colliculus to the dorsal lateral geniculate nucleus and lateral posterior nucleus, further supporting a role for RORβ in neural target selection (Byun *et al.* 2019). These functions are directly related to neural circuit formation and may partially explain the association of *RORβ* variants with human neurodevelopmental conditions.

There is strong evidence for the involvement of *RORβ* in epilepsy with multiple clinical reports describing familial and de novo variants, copy number variations, microdeletions, and balanced translocations in *RORβ* amongst epileptic patients (Boudry-Labis *et al.* 2013; Baglietto *et al.* 2014; Bartnik *et al.* 2014; Lal *et al.* 2015; Rudolf *et al.* 2016). In many cases, these are photosensitive epilepsy cases with comorbidities including behavioral and cognitive impairment, and less commonly autism with disruption of the sleep cycle (Rudolf *et al.* 2016; Coppola *et al.* 2019; Sadleir *et al.* 2020). A role for *RORβ* variants in bipolar disorder has been suggested previously (Mansour *et al.* 2009; McGrath *et al.* 2009; McCarthy *et al.* 2012; Lai *et al.* 2015). *RORβ* variants may also confer risk to autism spectrum disorder (Satterstrom *et al.* 2020). However, clinical reports with family histories demonstrating segregation of *RORβ* variants with either autism or bipolar disorders are lacking. A mechanistic link has been suggested where disrupting *RORβ* may alter thalamocortical axon guidance, as occurs in rodents, and influence thalamocortical circuitry associated with absence seizures (Sadleir *et al.* 2006; Jabaudon *et al.* 2012; Rudolf *et al.* 2016). However, additional mechanisms linking *RORβ* with these neurodevelopmental conditions have not been reported.

Here we describe 5 independent strains of mice with mutations in *Rorb* that arose spontaneously at The Jackson Laboratory. All mice display the characteristic high-stepping, duck-like gait phenotype of *Rorb-*knockout mice, but only 2 of the 5 mice display retinal abnormalities. We performed behavioral phenotyping on one strain, *Rorb^h5/h5^*, and found differences in social interaction, anxiety, and repetitive behaviors. Gene expression analyses of all 5 mutant strains revealed a shared gene expression signature associated with the unfolded protein response (UPR) in both the brain and spinal cord. We also performed region-specific gene expression analysis of brain hemi-sections, spinal cord, cortex, hippocampus, and cerebellum in *Rorb^h5/h5^* mice comparing to wild-type inbred DBA/1J, the background strain on which this *Rorb* mutation arose, to further characterize the impact of *Rorb* mutation across the CNS. Our results demonstrate behavioral phenotypes relevant to human neurodevelopmental disorders that will be of interest to mammalian geneticists and gene expression signatures that may suggest a druggable pathway, the UPR, through which *RORβ* variants may confer susceptibility to neurodevelopmental disorders.

## Materials and methods

### Identification of *Rorb* mutants and mapping

The Mouse Mutant Resource at The Jackson Laboratory monitors production colonies for the appearance of abnormal phenotypes. Through this program, 5 spontaneous high-stepping mutants were identified. These spontaneous mutants were bred to determine heritability, and each strain was established and maintained as a distinct line. We referred to these mice as “high steppers,” though the gait phenotype has also been described as “duck like,” and named the strains 1–5, in order of discovery. Official strain designations, the abbreviated names used throughout this manuscript, and the background strains on which each spontaneous mutation occurred are provided in Table 1. Mice were housed under standard conditions with 14:10-hour light/dark cycles and ad libitum access to food and water. All procedures were performed in accordance with The Guide on the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of the Jackson Laboratory. Affected mutants, presumed homozygous, from the first high-stepper strain, now *Rorb^h1/h1^*, were crossed with inbred strain BALB/cByJ to produce F1 mice that were presumed obligate heterozygotes. F1 mice were intercrossed to produce F2 mapping animals. A genome scan and later fine-mapping identified a 0.7 Mb region on chromosome 19 between markers D19MIT41 and D19MIT113 containing *Trpm6*, *D030056L22Rik*, *Carnmt1*, and *Rorb*.

**Table 1.** Strain designations, naming, and background strain of spontaneous *RORβ* mutants.

Official strain designation	Mutant allele	Homozygous mutant	Background strain
C57BL/6J-*Rorb^hstp^/J*	h1	*Rorb^h1/h1^*	C57BL/6J
B6.Cg-*Tyr^c-2J^/Rorb^hstp-4J^*^/^GrsrJ	h2	*Rorb^h2/h2^*	B6(Cg)-Tyr^c-2J^/J
B6.Cg-*^Tyrc-2J^/Rorb^hstp-3J^*/GrsrJ	h3	*Rorb^h3/h3^*	B6(Cg)-Tyr^c-2J^/J
B6.Cg-*Rorb^hstp-2J^*/GrsrJ	h4	*Rorb^h4/h4^*	B6.129S7-*Il1r1^tm1/mx^*/J
DBA/1J-*Rorb^hstp-5J^*/Rwb	h5	*Rorb^h5/h5^*	DBA/1J

### Genotyping

Toe biopsies were obtained from mice during the first postnatal week and digested overnight in Proteinase K solution, which was then used for PCR reactions. Products were visualized with standard electrophoretic techniques (*Rorb^h1/h1^, Rorb^Cre^, Scnn1a^Cre^*, and *ROSA^tdT^*) or used for Sanger sequencing (*Rorb^h4/h4^, Rorb^h5/h5^*). Primers are as follows: *Rorb^h1/h1^* forward = AGGAGGAGGAATGGGAAGAA, reverse = TGTGAAGCCCTGCTATCCTT; *Rorb^h4/h4^,* forward *=* TCATGTGACAGGGGTCTGAA, reverse = GCCTTTGCATTGTCCAAAAA; *Rorb^h5/h5^,* forward *=* GGTAGTTTACTTGTAACAGGC, reverse = TTTCCAATCTGGGCAGCAGC; *Rorb^Cre^*: Forward = AACTTGCATGGGGAGAAGC, Reverse wild type (WT allele) = GTTCTCGTCCCCTTCATTTG; Reverse (*Cre* allele) = CCCTCACATTGCCAAAAGAC; *Scnn1a^Cre^* (generic *Cre*): Forward = GCATTACCGGTCGATGCAACGAGTG, Reverse = GAGTGAACGAACCTGGTCGAAATCA; *ROSA^tdT^* (WT allele): Forward = AAGGGAGCTGCAGTGGAGTA, Reverse = CCGAAAATCTGTGGGAAGTC; *ROSA^tdT^* (tdT allele): Forward = GGCATTAAAGCAGCGTATCC, Reverse = CTGTTCCTGTACGGCATGG.

### Behavior

Hot plate testing: Mice were brought into the testing room to acclimate for at least 10 min before testing. Animals were then individually placed on a hot plate set to 55°C; a Plexiglas cylinder was placed around the animal to keep them on the plate. The mouse was monitored for a maximum of 30 s and the time until the first hindpaw lick or flick was recorded. Control mice were a mix of *Rorb^+/+^* and *Rorb^+/h1^*.

Von Frey testing: Mice were removed from the main housing facility and brought to the testing room to habituate for no less than 30 min. Mice were then placed in the testing Plexiglas enclosure (9 cm L × 5 cm W × 5 cm H) on a wire-mesh floor with opaque sides and a clear front for observation. Mice were allowed to habituate to the testing chamber for 120 min before administration. Von Frey nylon monofilaments purchased from Stoelting (Cat # 18011) were used to test for mechanical sensitivity thresholds. Each monofilament was calibrated with a scale before testing. A series of 8 Von Frey fibers with logarithmically increasing stiffness (0.067–9.33 g) were used. Fibers were positioned perpendicular to the plantar surface of the hindpaw, alternating between left and right with a minimum of 5 min between responses. Enough pressure was applied to cause a slight bend in the filament and held for 6–8 s or until a response is elicited. Tests continued until a maximum of 9 determinations were made for each paw. Mechanical sensitivity thresholds were determined for each mouse over the course of 3 consecutive days. The threshold force required to elicit a response (median 50% paw withdrawal was determined using the up-down method (Chaplan *et al.* 1994). Upon completion of the day's trial, mice were returned to their home cage and monitored for up to 60 min before returning to the main housing room.

Open field activity assay: Mice were removed from the housing facility and allowed to habituate to the testing room for 60 min. Each mouse was then placed in the center of an arena (40 × 40 × 40 cm) and recorded for 60 min. Data are recorded via a sensitive infrared photobeam 3-dimensional grid system invisible to the mice. The automated system translates beam breaks into measurements such as distance traveled, rearing, circling, and repetitive behaviors (van den Buuse 2010).

Three-chamber social approach assay: Mice were removed from the housing facility and allowed to acclimate to the testing room for 60 min before testing. Each mouse was then habituated for 10 min in the middle chamber of an arena (40.5 × 60.0 × 22.0 cm) divided into 3 equal compartments with 1 cylindrical enclosure in each of the outer chambers. An unfamiliar adult mouse and a novel object were then placed in the 2 cylindrical enclosures in the outer chambers. The testing mouse was allowed to explore for 10 min. Time spent in each chamber and chamber entries were automatically recorded with video tracking (Noldus Ethovision) (Silverman *et al.* 2010). Mice that did not explore both chambers were excluded from analysis.

Grooming assay: mice were acclimated to the testing room for 60 min, and then each mouse was habituated to the testing chamber for 20 min. The mouse was misted with sterile water at room temperature during the testing phase. The experiment was video recorded, and a trained technician scored grooming behavior for the cumulative duration and the number of grooming bouts. Following the testing phase, mice were wiped with an absorbent paper towel if necessary before being returned to their home cage (Spruijt *et al.* 1992; Kalueff *et al.* 2007).

### Tissue collection

All tissues were collected following CO_2_ euthanasia. To collect retina, eyes were removed, and the lens and cornea were separated from the eye cup using fine scissors. For histology, the entire eye cup was fixed in 4% paraformaldehyde (PFA) for 4 hours at 4°C then immersed in 30% sucrose overnight at 4°C. Eye cups were then frozen in optimal cutting temperature compound (OCT) and cryosectioned. For qRT-PCR, retinas were gently removed from the eye cup, placed in RNALater (Life Technologies), and incubated overnight at 4°C. The tissue was then removed from RNALater and frozen at −80°C. Brain was removed and cut in half sagittally. For histology, one-half was then fixed overnight in 4% PFA at 4°C. Tissue was then mounted in an agarose block and sectioned at 100μm using a vibratome. For qRT-PCR, the half brain was cut into ∼6 pieces, placed in RNALater (Life Technologies), and incubated overnight at 4°C. Tissue was then removed from the RNALater and frozen at −80°C. For the spinal cord, the entire spinal column was removed and fixed for 24–48 h in 4% PFA at 4°C. The spinal cord was then removed from the vertebral column, immersed overnight in 30% sucrose, dissected to isolate the lumbar region, frozen in OCT, and cryosectioned at 20μm. Motor and sensory branches of the femoral nerve were removed and fixed overnight in 2% glutaraldehyde, and 2% paraformaldehyde, in 0.1 M cacodylate buffer at 4°C. Both nerve branches were embedded in plastic and 0.5-μm sections were cut and stained with toluidine blue.

### Histology and immunofluorescence

Hematoxylin/eosin staining was performed on retinal sections according to standard techniques. Antibodies used were as follows: 1:200 rabbit anti-S opsin (Millipore AB5407, RRID:AB_177457), 1:250 rabbit anticalcitonin gene-related peptide (CGRP) (Millipore PC205L-100UL, RRID:AB_564312), 1:250 rat antimyelin basin protein (MBP) (Millipore MAB386, RRID:AB_94975); secondary antibodies were Alexa Fluor conjugates from Life Technologies and used at 1:500. FITC-Peanut agglutinin (FITC-PNA) (Sigma L7381) was used at 0.01 mg/ml and Isolectin GS-IB_4_, Alexa Fluor 647 conjugate (Life Technologies I32450) was used at 1:200. Antibodies were applied in phosphate-buffered saline (PBS) containing 0.5% TritonX-100 and 3% fetal bovine serum and incubated on sections overnight at 4°C. Fluorophore-conjugated proteins were applied to sections during incubation with a secondary antibody; both were diluted in PBS. Retinal sections were imaged at 40 × using a NanoZoomer 2.0HT (Hematoxylin/eosin staining) or a Zeiss Axio Imager (fluorescently labeled sections). Both vibratome sections and cryosections from the brain and spinal cord were imaged using a Leica SP5 confocal. Single confocal slices are shown.

### Axon counting and quantification

For axon counting and axon area measurement, images were captured using a Nikon Eclipse E600 microscope with a 40 × objective and Nomarski DIC optics. Automated quantification was performed as described in detail previously (Bogdanik *et al.* 2013). Briefly, with the ImageJ software, the Threshold function was used to highlight axoplasm only on whole nerve sections; the Analyze Particle function was then used to count the number of myelinated axons and their cross-sectional areas in each nerve.

### 5′ RACE

5′ RACE was performed following manufacturer's protocol (Invitrogen 18374-041) on total RNA harvested from WT and *Rorb^h1/h1^* brain. The *Rorb*-specific primer used for first-strand synthesis was ACGTGATGACTCGTAGTGGA. For PCR of the RACE product, the primer GCCACAAATTTTGCATGGTA was used with the included abridged anchor primer.

### ChIA-PET

Mouse embryos were harvested at E12.5 for neural progenitor harvest. Neural progenitors were plated in 6 well plates coated with poly-L-ornithine and grown in N2B27 media for 9 days or until confluent. Ten million cells were dual-crosslinked with 1.5 mM Ethylene glycol bis(succinimidyl succinate) (EGS #21565, Thermo Fisher) for 45 min followed by 1% formaldehyde (F8775, Sigma) for 10 min at room temperature and then quenched with 0.2 M Glycine (G8898, Sigma) for 5 min. The crosslinked cells were washed with PBS twice and lysed in 100ul 0.55% SDS with incubation at room temperature, 62°C and 37°C sequentially for 10 min each, which was followed by 37°C for 30 min with the addition of 50μl 10% Triton-X 100 to quench SDS and 37°C overnight with addition of 40μl AluI from New England Biolabs (NEB R0137L) total, 50μl 10× CutSmart buffer to fragmentize the chromatin. The pelleted digested nuclei were resuspended in 500μl A-tailing solution containing 50μl 10× CutSmart buffer, 10μl BSA (B9000S, NEB), 10μl 10 mM dATP (N0440S, NEB), 10μl Klenow (3′−5′ exo-) (M0202L, NEB), and 420μl H_2_O with 1 h incubation at room temperature and then subjected to proximity ligation by adding 200μl 5× ligation buffer (B6058S, NEB), 6μl biotinylated bridge linker (200 ng/μl), 10μl T4 DNA ligase (M0202L, NEB), and incubating at 16°C overnight. The ligated chromatins were then sheared by sonication and immunoprecipitated with anti-CCCTC-binding factor (anti-CTCF) (Active Motive #61311). The immunoprecipitated DNA tagmentation, biotin selection, library preparation, and sequencing were performed as described (Zhang *et al.* 2013; Tang *et al.* 2015).

ChIA-PET data were processed with ChIA-PET Utilities, a scalable re-implementation of ChIA-PET Tools (Lee *et al.* 2020). In brief, the sequencing adaptors were removed from the pair-end reads, the bridge linker sequences were identified and the tags flanking the linkers were extracted. Tags identified (≥16 bp) were mapped to 10 mm using Burrows-Wheeler Alignment algorithm (BWA) alignment (Li and Durbin 2009) according to their tag length. The uniquely mapped, non-redundant pair-end tags (PETs) were classified as either interchromosomal (left tags and right tags aligned to the different chromosomes), intra-chromosomal (left tags and right tags aligned to the same chromosomes with genomic span >8 kb), and self-ligation (left tags and right tags aligned to the same chromosomes with genomic span ≤8 kb) PETs. Interacting PETs (iPETs), the uniquely mapped, non-redundant PETs from both the inter- (left tags and right tags from different chromosomes) and intra-chromosomal (left tags and right tags with genomic span >8 kb) PETs, were extended by 500 bp which was the average length of the sheared chromatin fragments. Multiple iPETs overlapping at both ends were then clustered as iPET-2, 3, … (clusters with 2, 3, … iPETs) to represent their interaction strength. Peaks were called using Model-based Analysis of ChIP-Seq (MACS version 2.1.0.20151222) with *q* < 1E-8. The called peaks were used to determine interactions supported by the CTCF binding (interaction anchors must overlap at least 1 bp on a peak span).

### qRT-PCR

Retinal and brain tissue was thawed and homogenized in Trizol using a mechanical homogenizer and total RNA was extracted using the manufacturer's protocol (Life Technologies 15596). cDNA synthesis (Life Technologies 18080-400) was performed using 1 μg total RNA and a 50/50 mix of oligo dT and random hexamers. qPCR was then performed using 1 μl of the resulting cDNA in a 20 μl reaction using standard SYBR green reagents (Life Technologies 4309155) on a ViiA 7 Real-Time PCR System. Results were analyzed using the ΔΔCt method, normalizing to Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) expression and the average of the 2 WT control groups. Data are presented as arbitrary units, calculated as 100 times the fold change. Primers used for qPCR were as follows: *Rorb1/Rorb2* common primer set: forward = AGGAACCGTTGCCAACACTG, reverse = GACATCCTCCCGAACTTTACAG; *Rorb1*-specific: forward = GGCTGGGAGCTTCATGACTA, reverse = ACGTGATGACTCCGTAGTGGA; *Rorb2*-specific: forward = CCAGCCCAAAACTAAAGCTG, reverse = ACGTGATGACTCCGTAGTGGA; *GAPDH*: forward = AGGTCGGTGTGAACGGATTTG, reverse = TGTAGACCATGTAGTTGAGGTCA.

### RNA sequencing

RNASeq was performed on whole brains cut sagittally and then snap-frozen in liquid nitrogen. Spinal cords were hydraulically extruded using ice-cold DEPC 1X PBS and a 5 mL syringe before being snap frozen in liquid nitrogen. Frozen tissue samples were transferred to −80°C for storage. Brains from *Rorb^h5/h5^* were cut sagittally. One half was snap frozen as with other genotypes, and a half was used for brain-region-specific dissection. The cortex, hippocampus, and cerebellum were dissected free and snap-frozen individually before transfer to −80°C. Total RNA was isolated using a NucleoMag RNA Kit (Macherey-Nagel) and the KingFisher Flex purification system (ThermoFisher). Frozen tissues were pulverized using a Bessman Tissue Pulverizer (Spectrum Chemical) and homogenized in MR1 buffer (Macherey-Nagel) using a gentleMACS dissociator (Miltenyi Biotec Inc). RNA concentration and quality were assessed using the Nanodrop 8000 spectrophotometer (Thermo Scientific) and the RNA ScreenTape Assay (Agilent Technologies).

Libraries were constructed using the KAPA mRNA HyperPrep Kit (Roche Sequencing and Life Science), according to the manufacturer's protocol. Briefly, the protocol entails isolation of polyA-containing mRNA using oligo-dT magnetic beads, RNA fragmentation, first- and second-strand cDNA synthesis, ligation of Illumina-specific adapters containing a unique barcode sequence for each library, and PCR amplification. The quality and concentration of the libraries were assessed using the D5000 ScreenTape (Agilent Technologies) and Qubit dsDNA HS Assay (ThermoFisher), respectively, according to the manufacturer’s instructions. Libraries were sequenced 150 bp paired-end on an Illumina NovaSeq 6000 using the S4 Reagent Kit v1.5.

A standard RNA-Seq pipeline comprising tools to perform read quality assessment, alignment, and variant calling was adapted from a public nf-core pipeline (v3.5) at The Jackson Laboratory (Ewels *et al.* 2020). The pipeline takes sequence reads for each sample as raw fastq files and outputs read counts. FastQC was used for quality checks and then Trim Galore! was used to remove adapters and sequences with low quality (Fred < 20). Sequence reads that passed the quality threshold were aligned to a mouse reference (GRCm38) using the Spliced Transcripts Aligned to a Reference tool (STAR v2.7) and gene expression estimates were determined using RNA-Seq by Expectation Maximization (RSEM v1.3) with default parameters.

### Differential expression analysis

The R package DESeq2 was used to perform internal normalization of count estimates from RSEM and to test for differential expression (Love *et al.* 2014). Samples were analyzed in one batch with a model incorporating genotype and CNS region to explore biological sources of variation across the dataset. Principal component analysis (PCA) was used to visually inspect the separation of samples in this analysis. PCA revealed large effects of background strain and a tissue effect. To control for these effects and prevent them from confounding our analyses of genotype effects we reanalyzed samples in a pairwise fashion (mutant vs control) for each strain and tissue type individually, which successfully reduced the effect of background strain and tissue type. Gene lists from pairwise comparisons between each mutant genotype and strain-matched wild-type mice were filtered using a significance cutoff adjusted for multiple comparisons in DESeq2 (adj. *P* < 0.05). Raw data were deposited into the Gene Expression Omnibus (GEO), accession number 229218, and differential expression data are included in Supplementary Table 1.

### Over-representation and overlap analyses

Lists of differentially expressed genes (DEGs) from each pairwise comparison between mutants and wild types, within tissue, were uploaded to MouseMine “list” query (Motenko *et al.* 2015). Gene ontology terms (biological process, cellular compartment, and molecular function) (Ashburner *et al.* 2000; Harris *et al.* 2004; Gene Ontology 2021), Reactome pathways (Jassal *et al.* 2020), and Mammalian Phenotype Ontology terms (Smith and Eppig 2012) were ranked by Holm–Bonferroni adj. *P* and exported in Supplementary Table 2. The top 5 ontologies ranked by adj. p or false discovery rate (FDR) were –log10 transformed and visualized as dot plots made with GGPlot2 for R statistical software in R Studio (Wickham 2016). Volcano plots of DEGs were created with the EnhancedVolcano R package (Blighe *et al*. 2018). Sets of DEGs that appear repeatedly across multiple contrasts, and processes over-represented in this gene set, were found using ExpressAnalyst interactive heatmap functionality (https://dev.expressanalyst.ca/ExpressAnalyst/).

### Statistics

Statistical analysis of all behavioral phenotyping data, qRT-PCR, and nerve histology was performed in GraphPad Prism 9. Analysis of RNASeq data was performed using the DESeq2 package in R statistical software with R Studio. For behavior, comparisons between 2 groups (such as mutant v. control) were performed with unpaired *t*-tests. Comparisons involving multiple groups were performed using two-way ANOVAs with appropriate corrections for multiple testing (Tukey's multiple comparisons test for comparing means, i.e. genotypes in qPCR; Sidak's multiple comparisons test for comparing predetermined sets of means, i.e. vertical activity in open field). Over-representation analysis was performed in MouseMine, and Holm–Bonferroni multiple comparisons testing was used to determine significance.

## Results

### Five strains of high-stepping mice have spontaneous mutations affecting *Rorb*

Between 2003 and 2020, 5 lines of spontaneous mutant mice with an overt high-stepping gait phenotype were identified in the production facility of The Jackson Laboratory (Fig. 1a; Supplementary Videos S1–6). These mice were referred to as “high-steppers,” and numbered one through 5 in order of discovery. We refer to them here as *Rorb^h1/h1^*, *Rorb^h2/h2^*, *Rorb^h3/h3^*, *Rorb^h4/h4^*, and *Rorb^h5/h5^*. In all cases, the inheritance pattern of the gait phenotype was consistent with a monogenic recessive mode of inheritance. We performed a genome scan and fine mapping with the first mutant, *Rorb^h1/h1^*, by crossing affected (presumed homozygous) mutants with BALB/cByJ mice to produce obligate heterozygotes (F1). These mice were then intercrossed for mapping, which identified a 0.7 Mb region on mouse Chromosome 19 between markers D19MIT41 and D19MIT113. This interval contains 4 protein-coding genes: *D030056L22Rik*, *Carnmt1*, *Trpm6*, and *Rorb.* The similarity between the gait phenotype of our mutants and previous descriptions of a duck-like gait in *Rorb-*knockout mice led us to suspect that *Rorb* was the causal gene (Andre, Conquet *et al.* 1998).

**Fig. 1.**
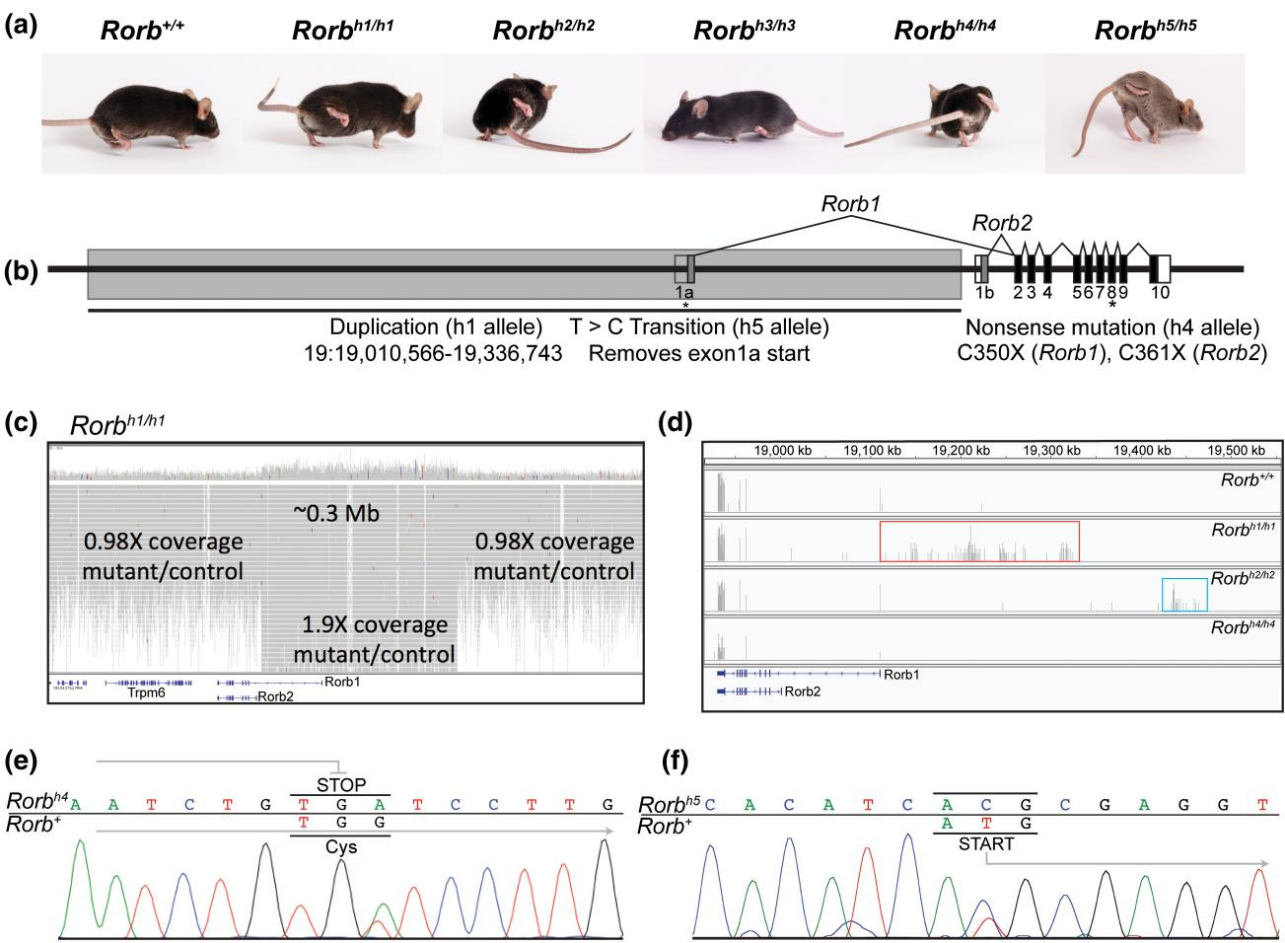
Spontaneous *Rorb* mutants display an abnormal gait phenotype. Spontaneous *Rorb* mutant strains exhibit hindlimb hyperflexion previously reported in *Rorb-*knockout mice. Note, although *Rorb^h2/h2^* arose on an albino B6 background the mouse pictured here was produced by intercrossing F1s of a complementation test and carries 2 copies of the h2 allele (a). The gait phenotype is caused by mutations in *Rorb*, which encodes 2 transcripts (*Rorb1* & *Rorb2)* with alternative first exons (1a and 1b indicated in dark gray) and 9 additional shared exons (2–10 shaded black). The causal mutations of *Rorb^h1/h1^, Rorb^h4/h4^,* and *Rorb^h5/h5^* are indicated in the diagram. The gene model is inverted from reverse strand orientation for readability (b). Whole genome sequencing identified a 326 kb duplication in *Rorb^h1/h1^* mice where a region on chromosome 19 upstream of *Rorb* shows 1.9X coverage compared to wild type (c). RNASeq alignments in the Integrative Genomics Viewer (IGV) show increased coverage upstream of *Rorb* in *Rorb^h1/h1^* mice and *Rorb^h2/h2^* mice (boxed regions) (d). Note the gene model in panels (c) and (d) reads right to left because *Rorb* is located on the negative strand of chromosome 19. Sanger sequencing reveals a G > A substitution that replaces a cysteine in exon 8 of *Rorb* with a premature stop codon in *Rorb^h4/h4^* mice (e). Sanger sequencing reveals a T > C substitution within the ATG start codon of exon 1a of *Rorb1* in *Rorb^h5/h5^* mice (f).

We performed Sanger sequencing of both *Rorb1* and *Rorb2* transcripts using genomic and cDNA, but no differences from C57BL/6J reference sequences were identified. For this reason, we included *Rorb^h1/h1^* mice in a large whole-genome sequencing project to identify spontaneous mutations (Fairfield *et al.* 2015). Whole-genome sequencing revealed a 326 kb duplication that includes the first exon specific to *Rorb1* and 5′ non-coding sequence but does not appear to include any exons of *Rorb2* (Fig. 1, b and c). Increased read depth was observed aligning upstream of *Rorb* in *Rorb^h1/h1^* mice by RNASeq, which was also observed in *Rorb^h2/h2^* mice, though the latter were not included in whole-genome sequencing and the specific causal mutation is unknown (Fig. 1d). The specific causal mutation also remains elusive in *Rorb^h3/h3^* mice, but complementation tests suggest that *Rorb* mutations underlie the gait phenotype in *Rorb^h2/h2^* and *Rorb^h3/h3^* mice (Table 2). Nonsense mutations were identified by Sanger sequencing in both *Rorb^h4/h4^* and *Rorb^h5/h5^* mice. A guanine to adenine substitution in exon 8 introduces a premature stop codon that is predicted to impact both *Rorb* isoforms in *Rorb^h4/h4^* mice (GRCm39: ENSMUST00000040153.15 Rorb-201, ENSMUST00000112832.8 Rorb-203) (Fig. 1e). In *Rorb^h5/h5^* mice, a thymine to cytosine substitution falls within the start codon of exon 1a of *Rorb1* (Fig. 1f). The next in-frame start codon of *Rorb1* is in exon 3, suggesting that the *Rorb^h5/h5^* start-loss variant likely disrupts the first *Rorb1* zinc finger domain encoded by exons 2 and 3 (GRCm39: ENSMUST00000112832.8 Rorb-203) (Cunningham *et al.* 2022).

**Table 2.** Complementation tests between spontaneous *Rorb* mutant strains.

Cross	# High-stepping F1s	Total born	Result
*Rorb^+/h4^* X *Rorb^+/h3^*	2	31	Weak/failure to complement
*Rorb^+/h2^* X *Rorb^+/h3^*	0	40	Complement
*Rorb^+/h1^* X *Rorb^+/h2^*	3	12	Weak/failure to complement
*Rorb^+/h1^* X *Rorb^+/h3^*	0	13	Complement

### Further analysis of *Rorb* expression and regulation in *Rorb^h1/h1^* mutants

*Rorb^h1/h1^* mice were the first high-stepping mutant identified by our group in 2003, and additional experiments were performed to characterize this strain and to better understand the mechanisms that disrupt fluid gait. We examined the expression of *Rorb* in cortical layer IV using a tdTomato reporter driven by either a *Rorb^Cre^* or *Scnn1a^Cre^* line (Harris *et al.* 2014). The *Rorb^Cre^* line was generated by insertion of an internal ribosome entry site cre (IRES-Cre) downstream of the translational stop. Homozygous *Rorb^Cre/Cre^* mice were reported to have an abnormal gait with high-stepping, and although we did not observe a gait phenotype in homozygous *Rorb^Cre/Cre^* mice, compound heterozygous *Rorb^Cre/h1^* mice did display a gait phenotype in our hands. We crossed *Rorb^+/h1^* mice with both *Rorb^Cre^* and *Scnn1a^Cre^* mice to drive tdTomato expression in RORβ+ and SCNN1A+ neurons of cortical layer IV, respectively. We found that tdTomato expression in cortical layer IV was uniform between *Rorb^+/Cre^* and *Rorb^Cre/h1^* F1s (Supplementary Fig. 1, a and b). tdTomato expression was markedly reduced in *Rorb^h1/h1^* compared to *Rorb^+/+^* F1 mice when crossed with the *Scnn1a^Cre^* line (Supplementary Fig. 1, c and d).

We also examined tdTomato expression driven by *Rorb^Cre^* in the spinal cord. We found reporter expression in the dorsal horn and scattered cells within the white matter (Supplementary Fig. 2, a and b). Co-labeling with CGRP and Isolectin-b4 revealed expression of *Rorb* in Isolectin-b4-, but not CGRP-, positive cells suggesting that some *Rorb-*positive cells may be part of the nonpeptidergic nociception pathway (Supplementary Fig. 2, c and d). We also observed co-labeling of tdTomato and MBP indicating that some *Rorb-*positive cells in the spinal cord are oligodendrocytes (Supplementary Fig. 2, e and f). Labeling was similar between *Rorb^+/Cre^* and *Rorb^Cre/h1^* mice and consistent with previous publications demonstrating the localization of RORβ+ neurons in the spinal cord (Koch *et al.* 2017). We next asked whether femoral nerves were affected in *Rorb^h1/h1^* mice. We found no differences in the number of axons in either motor or sensory branches of femoral nerve, but we did detect a modest significant decrease in the average area of the motor nerve branch in *Rorb^h1/h1^* compared to controls (Supplementary Fig. 3, a and c). We did not find any significant differences between *Rorb^h1/h1^* mice and wild-type controls on either the hot plate test of thermal nociception or the von Frey test of mechanosensation (Supplementary Fig. 3, d and e).

To gain further insight into how the *Rorb^h1/h1^* duplication impacts transcript expression and regulation, we performed ChIA-PET using neural progenitor cells of the developing brain at E12.5. We mapped CTCF-mediated chromatin interactions across the duplication and found that chromatin interactions were missing and rearranged in *Rorb^h1/h1^* progenitors compared to wild type (Supplementary Fig. 4a). One missing loop in *Rorb^h1/h1^* overlaps a strong distal enhancer specific to the developing forebrain at E14.5–16.5. This may suggest that the duplication disrupts spatiotemporal regulation of *Rorb* during development. To examine if the duplication impacted the size or produced an abnormal 5′ end of *Rorb* transcripts, we performed 5′-RACE (Supplementary Fig. 4b). We found that normal *Rorb1* transcript is produced in *Rorb^h1/h1^* mice, and no other major species were detected with this approach.

### Retinal abnormality occurs in only two of the *Rorb* mutant strains

Postnatal retinal degeneration and developmental deficits have been previously reported in *Rorb*-deficient rats and mice (Jia *et al.* 2009; Liu *et al.* 2013; Fu *et al.* 2014). We examined retinal histology in the spontaneous *Rorb* mutants using hematoxylin/eosin staining to visualize gross morphology (Fig. 2a). *Rorb^h1/h1^*, *Rorb^h2/h2^*, and *Rorb^h3/h3^* mice have retinas that are morphologically indistinguishable from wild-type animals. *Rorb^h4/h4^* and *Rorb^h5/h5^* mice have highly disorganized retina without clear separation between layers in H&E staining. Both mutant strains appear to lack the inner and outer segments of photoreceptors. We used peanut agglutinin (PNA) and an anti-S-opsin antibody to visualize all cones and S-opsin positive cones, respectively (Fig. 2b). Again, *Rorb^h1/h1^*, *Rorb^h2/h2^*, and *Rorb^h3/h3^* animals had normal-appearing retinas while *Rorb^h4/h4^* and *Rorb^h5/h5^* animals exhibited a dramatically thinner layer of inner and outer segments from cones stained with PNA. S-opsin labeling was also substantially reduced in *Rorb^h4/h4^* and *Rorb^h5/h5^* mice compared to wild-type mice.

**Fig. 2.**
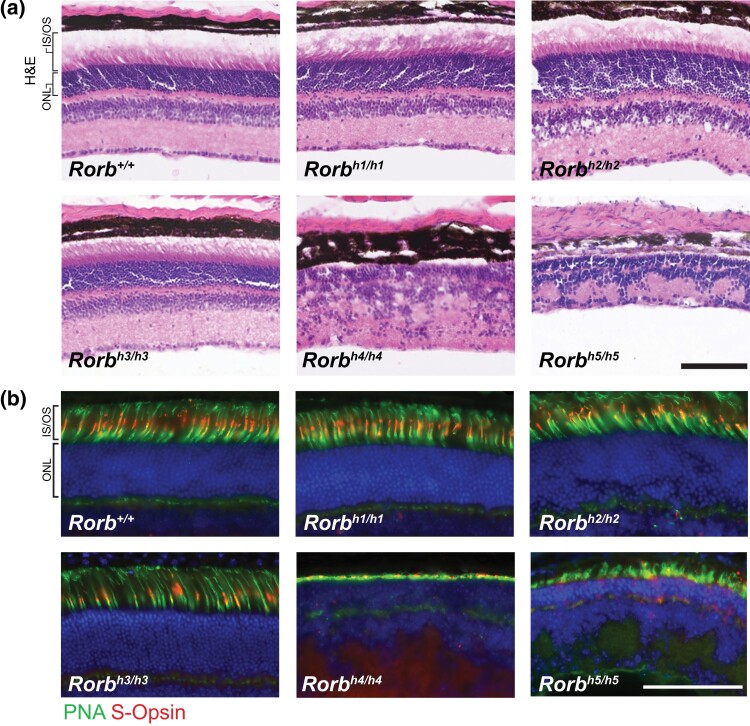
Retina histology reveals a structural abnormality in *Rorb^h4/h4^* and *Rorb^h5/h5^* mice. Representative images of hematoxylin and eosin staining of retina sections reveal no discernable difference in morphology between *Rorb^h1/h1^, Rorb^h2/h2^, Rorb^h3/h3^,* and wild-type littermates. The retinas of *Rorb^h4/h4^* and *Rorb^h5/h5^* mice lack the clearly defined layers of other genotypes (a). Representative images of retina sections stained with FITC-PNA and anti-S-opsin reveal intact photoreceptor inner and outer segments in *Rorb^h1/h1^*, *Rorb^h2/h2^*, *Rorb^h3/h3^*, and wild-type controls. Cone photoreceptor inner and outer segments are thinner in *Rorb^h4/h4^* and *Rorb^h5/h5^* mice (b). Scalebars = 100μm, *n* = 3/genotype at 6 weeks of age.

### *Rorb* transcript expression patterns in the brain and retina differ across strains

To assess the expression of each *Rorb* mRNA isoform in the brain and retina we designed 3 primer sets: one specific to the *Rorb1* transcript, another that amplifies exclusively the *Rorb2* isoform transcript, and a third common to both isoforms. In the brain, we found that *Rorb* expression assayed with the common primer set is significantly reduced in *Rorb^h1/h1^*, *Rorb^h2/h2^*, and *Rorb^h4/h4^* compared to strain-matched C57BL/6J littermate controls (Fig. 3a). *Rorb^h3/h3^* mice show no significant change in *Rorb* transcript levels. *Rorb1* expression follows the same pattern. *Rorb2* is not appreciably expressed in the brain. In the retina, we found that expression of *Rorb* amplicons from both common and *Rorb1* primers did not differ significantly between C57BL/6J controls and *Rorb^h1/h1^, Rorb^h2/h2^, Rorb^h3/h3^*, and *Rorb^h4/h4^* (Fig. 3b). *Rorb^h5/h5^* mice reverse this trend with elevated *Rorb* expression above strain-matched DBA/1J levels using common and *Rorb1*-specific primers in brain and retina. *Rorb2* expression was significantly increased above C57BL/6J levels in *Rorb^h1/h1^, Rorb^h2/h2^*, and *Rorb^h3/h3^* mice, while it was significantly lower in *Rorb^h4/h4^* mice. *Rorb^h5/h5^* mice also have significantly lower levels of *Rorb2* expression in the retina than DBA/1J controls providing a possible explanation for the shared retinal phenotype of *Rorb^h4/h4^* and *Rorb^h5/h5^* mice.

**Fig. 3.**
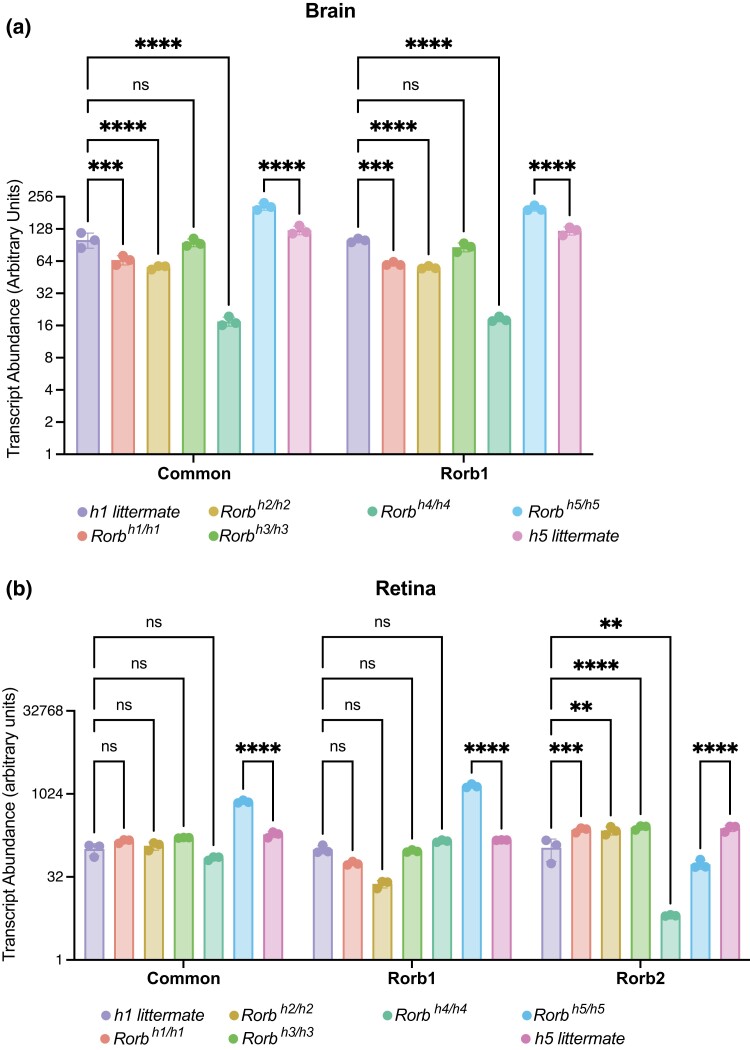
Expression of *Rorb1* and *Rorb2* transcripts in the brain and retina of *Rorb* mutant strains. Quantitative RT-PCR was performed on total RNA from brain (a) and retina (b) of all 5 spontaneous *Rorb* mutants with both C57BL/6J and DBA/1J control littermates (*n* = 3/genotype). *Rorb1-*specific, *Rorb2*-specific, and a common primer set were used to examine expression of transcripts encoding each *Rorb* isoform. Results are normalized to expression of *Gapdh* and the average of the 2 littermate control groups. Abundance is given as arbitrary units (equal to 100× the fold change) and shown as mean ± standard deviation on a log scale Y axis. Results are presented from mice aged 8 weeks. Data were analyzed with a two-way ANOVA with Tukey's multiple comparisons correction. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns = not significant.

### Behavioral phenotypes in *Rorb^h5/h5^* mice

Because of the reported involvement of *RORβ* variants in epilepsy, bipolar, and autism spectrum disorders, we chose to examine behavioral phenotypes related to cognition, sociability, and stereotypy in *Rorb^h5/h5^* mice. These mice have an identified start-loss mutation in *Rorb1*, the predominant *Rorb* isoform expressed in the brain. For all behavioral testing comparisons were performed against strain-matched DBA/1J wild-type mice. Open field testing was performed to assess general behavior and exploratory responses. Neither male nor female *Rorb^h5/h5^* mice showed significant differences in distance traveled over time or vertical activity (rearing); however, both male and female *Rorb^h5/h5^* mice spent more time in the arena center and less time on the arena perimeter than did wild-type controls (Fig. 4a; Supplementary Fig. 5a–d). Female wild-type controls travel significantly farther than *Rorb^h5/h5^* females overall, but no such difference was observed in male mice (Supplementary Fig. 5, e and f). We assessed social approach behavior using the 3-chamber assay. Female *Rorb^h5/h5^* mice showed no significant difference from wild-type mice in time spent investigating a novel object or a novel conspecific (Fig. 4b). Male *Rorb^h5/h5^* mice spent significantly more time in the neutral area (not investigating the novel object or conspecific), though the time spent investigating either the object or conspecific did not significantly differ from that spent by wild-type mice. Both male and female *Rorb^h5/h5^* mice spent significantly less time sniffing the novel conspecific than wild-type controls (Fig. 4c). Finally, we assessed whether *Rorb^h5/h5^* exhibits excessive spontaneous grooming. We found that neither male nor female *Rorb^h5/h5^* mice groomed more frequently than wild-type controls, but in both cases, grooming duration was significantly increased (Fig. 4d).

**Fig. 4.**
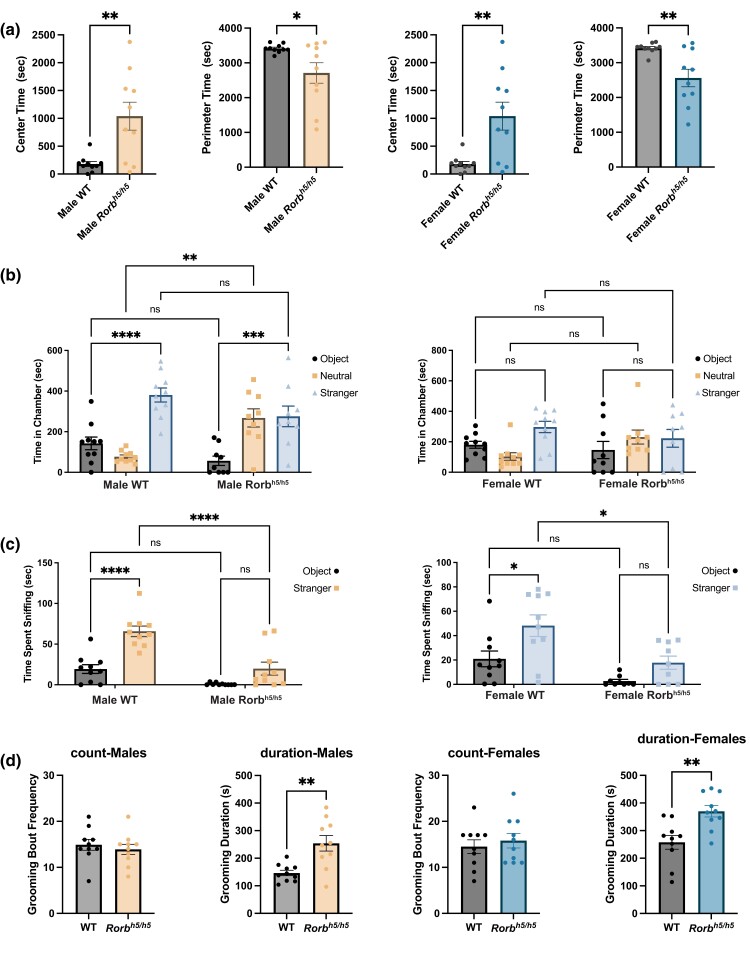
Open field, 3 chambers, and grooming behavior assays with *Rorb^h5/h5^* mice. Time spent in the open field arena center and arena perimeter is compared in male and female *Rorb*^h5/h5^ mice with strain-matched wild-type controls (*n* = 10/sex/genotype) (a). Three-chamber assay was performed with male and female *Rorb^h5/h5^* and littermate controls. The time spent in the same chamber as a novel object, a novel conspecific, or neither (neutral) is reported as a bar graph (b). Time spent sniffing the novel conspecific is reported for the 3-chamber assay (c). Sample size (*n* = 9–10/sex/genotype) (b and c). Grooming frequency and duration were assessed in *Rorb^h5/h5^* mice with strain-matched wild-type controls (*n* = 10/sex/genotype) (d). Unpaired *t*-test was performed for pairwise comparisons (a and d). Two-tailed ANOVA with Sidak's multiple comparisons test was performed for comparisons between genotypes with multiple conditions (b and c). Error bars indicate mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns = not significant.

### RNASeq of brain and spinal cord in *Rorb* mutant strains

We performed RNASeq using brain and spinal cord samples from all 5 spontaneous mutants to better understand changes in gene expression and disordered pathophysiological processes. 

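Brain hemi-sections and spinal cords were analysed from *Rorb h1/h1*, *Rorb h2/h2*, *Rorb h3/h3* and *Rorb h4/h4* mice with C57BL/6J controls, and from *Rorb h5/h5* mice with DBA/1J controls, 48 libraries in all. The sample labels give 4 mice for *Rorb h2/h2*, *Rorb h3/h3* and *Rorb h4/h4* and 3 mice for each other group, while the legend of Fig. 5 gives 3 mice for every condition. The material examined does not say which 3 of the 4 were used, so all labelled mice were analysed. Brain and spinal cord of one replicate came from the same animal. By the labels the mice were 7.9 to 9.6 weeks old. The authors trimmed the reads, aligned them with STAR to the mouse assembly GRCm38 and estimated gene expression with RSEM, which divides reads that fit several genes among them. The deposited values are RSEM expected counts and TPM for 45706 Ensembl gene identifiers. The expected counts, of which 5.07% were not whole numbers, were rounded before testing. In brain hemi-sections total counts per library ranged from 37618144 to 54446911 (median 43146914) in C57BL/6J, from 32889755 to 48007655 (median 42489530) in *Rorb h1/h1*, from 38823304 to 46013104 (median 40244148) in *Rorb h2/h2* and from 39673655 to 51979786 (median 41856184) in *Rorb h3/h3* mice, and from 33907228 to 45350612 (median 39491652.5) in *Rorb h4/h4*, from 35588279 to 38604922 (median 37532616) in DBA/1J and from 34082760 to 42380816 (median 36273591) in *Rorb h5/h5* mice. In spinal cord they ranged from 42851690 to 47653578 (median 44293922) in C57BL/6J, from 33971944 to 45751443 (median 45534570) in *Rorb h1/h1*, from 43622364 to 49855764 (median 45004373.5) in *Rorb h2/h2* and from 39052049 to 51656914 (median 43027560.5) in *Rorb h3/h3* mice, and from 40024841 to 59120536 (median 45939535.5) in *Rorb h4/h4*, from 36285179 to 42918369 (median 42749373) in DBA/1J and from 42402969 to 45267409 (median 43094544) in *Rorb h5/h5* mice. Identifiers without a gene symbol took 1.52% to 12.7% of the counts of a library, which enter its library size. The authors tested for differential expression with DESeq2. Here each mutant was compared with its strain-matched control in one tissue with edgeR's quasi-likelihood test after TMM normalization and a low-count filter, with p-values adjusted by the Benjamini-Hochberg method. *Rorb h1/h1*, *Rorb h2/h2*, *Rorb h3/h3* and *Rorb h4/h4* mice were all compared with the same 3 C57BL/6J libraries of a tissue, so chance differences of those 3 libraries enter all 4 comparisons.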

We selected the brain because of the emerging relationship between *RORβ* variants and epilepsy, and we selected spinal cord because the profound gait phenotype observed in all strains is caused by dysfunction of spinal interneurons (Koch *et al.* 2017). 

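Cortex, hippocampus and cerebellum were analysed from 3 *Rorb h5/h5* mice and 3 DBA/1J mice, 18 libraries in all. The labels give an age of 7 weeks for all 6 animals, and their animal identifiers differ from those of the mice whose brain hemi-sections and spinal cords were sequenced. The values are of the same kind as for the other tissues. Total counts ranged from 37546953 to 43558252 (median 38738659) in DBA/1J and from 40346187 to 43444001 (median 41944426) in *Rorb h5/h5* cortex, from 33801889 to 41906514 (median 38013847) in DBA/1J and from 34787160 to 48353482 (median 36347390) in *Rorb h5/h5* hippocampus, and from 35248488 to 43477472 (median 42409196) in DBA/1J and from 34419633 to 37899100 (median 36335503) in *Rorb h5/h5* cerebellum. Replicate 3 of the *Rorb h5/h5* mice is labelled female, but the Y-linked gene *Ddx3y* had 58.2 CPM in its cortex, 69.4 CPM in its hippocampus and 86.3 CPM in its cerebellum, and *Xist*, which is expressed from the inactive X chromosome, stayed at or below 0.32 CPM. In the 35 other libraries labelled female, *Ddx3y* reached at most 0.074 CPM and *Xist* at least 850 CPM. In the 28 libraries labelled male, *Ddx3y* was at 57.5 to 103 CPM. The labels were kept as they stand.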

Further, we chose to examine gene expression in cortex, hippocampus, cerebellum, half brain, and spinal cord of *Rorb^h5/h5^* mice and strain-matched DBA/1J controls to gain a better understanding to how *Rorb1* start-loss affects different CNS regions, and which pathophysiological processes may explain the behavioral phenotypes of this strain. We began by performing an unbiased exploratory analysis of RNASeq counts data across all strains, mutants, and controls, with PCA to understand sources of variation between samples due to biological factors other than genotype (Supplementary Fig. 6a). This approach revealed that the genetic background on which a mutation occurred (C57BL/6J vs DBA/1J) was the greatest source of variation within the dataset. 

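Over all 66 libraries, the share of variance explained by a factor was computed on the 500 most variable genes as log2 CPM. Tissue explained 74.9% of the variance, genetic background 33.3% and sex 3.37%. The factors overlap, because the 3 dissected regions were sequenced only on the DBA/1J background, so the shares do not add up. Leaving out one library at a time moved the shares with an SD of 0.41 percentage points for tissue and 0.32 for background, far less than the gap between them. The alternative that moved tissue most was brain hemi-sections and spinal cords alone, at 61.6%, and the one that moved background most was all genes, at 22.2%.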

Tissue type was a second major source of variation between samples.

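The first principal component held 48.5% of the variance of these genes, and tissue explained it with an R2 of 0.94 against 0.34 for background. The second component held 26.1%, with an R2 of 0.61 for tissue and 0.64 for background. In brain hemi-sections and spinal cords alone, where background and tissue are not confounded, the first component, with 61.9% of the variance, followed tissue (R2 of 0.996). The second, with 25.4%, followed background (R2 of 0.999), and the third followed sex (R2 of 0.99).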

Therefore, we used pairwise comparisons between mutant mice and strain-matched wild-type mice, analyzing each tissue separately, for differential expression analyses. This approach controlled for strain and tissue effects. 

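Principal components were computed for each of the 13 comparisons of one mutant with its strain-matched control in one tissue. A component was taken to separate the genotypes when every mutant lay on one side of every control. In 3 of the 13 comparisons the first or second component did so: the first for *Rorb h1/h1* spinal cord, and the second for *Rorb h3/h3* and for *Rorb h4/h4* spinal cord. For 1 component, chance gives such a separation in 10% of cases with 3 mice against 3 and in 5.7% with 4 against 3. In *Rorb h1/h1* spinal cord genotype explained the first component with an R2 of 0.81.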

PCA on these more limited contrasts indicates that genotype (*Rorb* mutation carrier vs noncarrier) separates samples along the first and second principal component for most comparisons (Supplementary Fig. 6b). In some cases, separation by genotype is observed along the first and third or second and third principal components. 

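In *Rorb h2/h2* brain component 3 separated the genotypes (R2 of 0.34), which makes 4 of the 13 comparisons. With all genes in place of the 500 most variable, 6 comparisons were separated on one of the first 3 components. The labelled sex explained the first component better than genotype in 10 of the 13 comparisons. In *Rorb h1/h1* brain sex had an R2 of 0.84 with the second component, and genotype reached at most 0.15 on any of the 3. In *Rorb h2/h2* brain sex reached 0.50. In hippocampus the labels give the age of all *Rorb h5/h5* and DBA/1J mice as 7 weeks.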

Generally, this is due to sex having a greater effect than genotype (i.e. *Rorb^h1/h1^* vs C57BL/6J and *Rorb^h2/h2^* vs C57BL/6J, brain), or due to slight age differences at sample collection (∼3 days) in the *Rorb^h5/h5^*vs DBA/1J, hippocampus. However, in all cases, the effect of genotype is amongst the top principal components after controlling for genetic background and tissue type. For a simple common-sense check of RNASeq data we compared the expression of *Rorb* by RNASeq with qRT-PCR results and found the same expression pattern in the brain across strains (Supplementary Fig. 6c). 

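*Rorb* (ENSMUSG00000036192) lies on chromosome 19 of GRCm38 from 18930609 to 19111196. The counts are summed over the transcripts of the gene. In brain hemi-sections it was at 54.9 ± 5.4 CPM (SD, n = 3) in C57BL/6J mice, 36.1 ± 1.3 (SD, n = 3) in *Rorb h1/h1*, 29.2 ± 1.5 (SD, n = 4) in *Rorb h2/h2*, 53.0 ± 2.2 (SD, n = 4) in *Rorb h3/h3* and 12.7 ± 1.8 (SD, n = 4) in *Rorb h4/h4* mice. On the DBA/1J background it was at 58.3 ± 7.9 CPM (SD, n = 3) in controls and 76.7 ± 4.0 (SD, n = 3) in *Rorb h5/h5* mice. Every *Rorb h1/h1*, *Rorb h2/h2* and *Rorb h4/h4* mouse lay below every C57BL/6J mouse, and every *Rorb h5/h5* mouse above every DBA/1J mouse. For *Rorb h2/h2* and for *Rorb h4/h4* the exact permutation test, two-sided, gave p = 0.0286, the smallest that 4 mice against 3 allow. For *Rorb h1/h1* and *Rorb h5/h5* it gave 0.1, the smallest for 3 against 3 by the exact test, so this design cannot reach 0.05. The 4 *Rorb h2/h2* brains were at 28.8, 30.9, 29.6 and 27.3 CPM, the 4 *Rorb h3/h3* brains at 54.8, 50.7, 51.7 and 54.8 CPM and the 4 *Rorb h4/h4* brains at 12.2, 14.8, 10.4 and 13.4 CPM. The paper states that RNASeq and qRT-PCR gave the same pattern of *Rorb* expression in brain across strains.

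**Figure D1:**
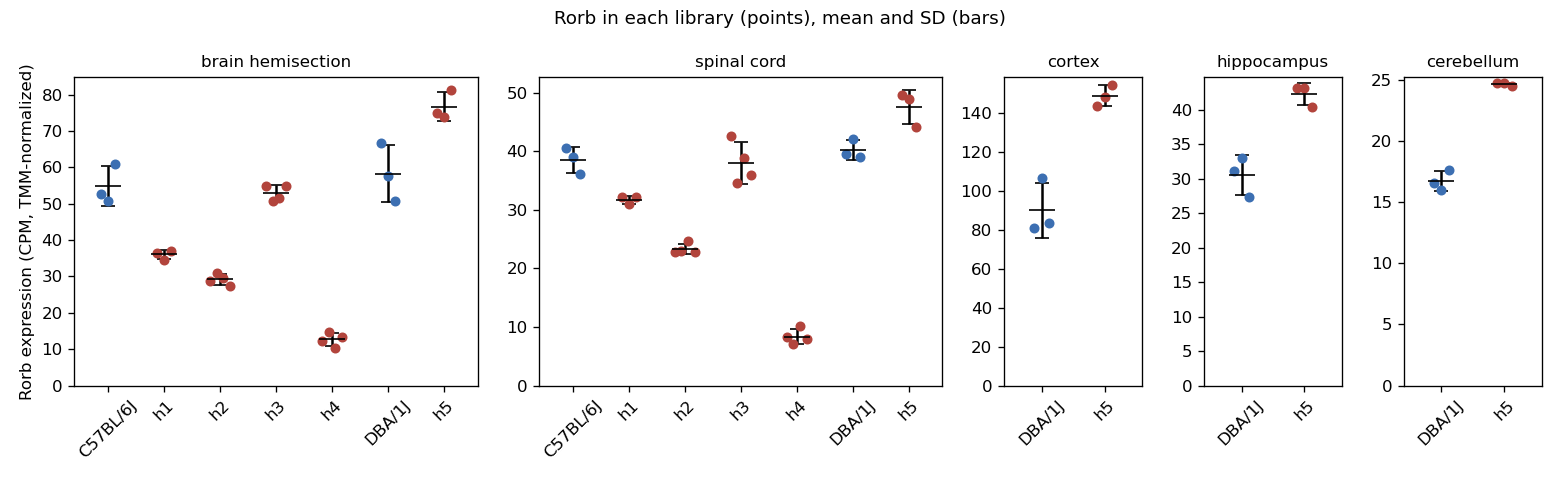
Expression of *Rorb* in CPM for each library of each group and tissue (points; blue, controls; red, mutants), with the mean and SD of each group (bars). *Rorb h4/h4* brains lie between 10.4 and 14.8 CPM, below all other groups of brain hemi-sections.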

Next, we performed differential gene expression analysis using DESeq2 (Love *et al.* 2014). Results are provided in Supplementary Table 1.

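Among the genes called by edgeR (adjusted p under 0.05, Benjamini-Hochberg), the median absolute log2 fold change was 0.59 in *Rorb h2/h2* brain, 0.58 in *Rorb h3/h3* brain and 0.47 in *Rorb h4/h4* brain. In spinal cord it was 0.35 for *Rorb h1/h1*, 0.25 for *Rorb h2/h2*, 0.33 for *Rorb h3/h3* and 0.28 for *Rorb h4/h4*. In brain, 2 of the 24 genes called in *Rorb h2/h2*, 2 of the 29 in *Rorb h3/h3* and 6 of the 125 in *Rorb h4/h4* mice changed by more than 2-fold. In spinal cord, 14 of the 50 genes called in *Rorb h1/h1*, 15 of the 365 in *Rorb h2/h2*, 17 of the 176 in *Rorb h3/h3* and 12 of the 305 in *Rorb h4/h4* mice did.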

In general, gene expression changes are relatively subtle across strains. We chose to analyze those DEGs with an adj. *P* < 0.05. 

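In brain, edgeR called 125 genes in *Rorb h4/h4* mice, against 29 in *Rorb h3/h3* and 24 in *Rorb h2/h2* mice. In spinal cord it called 365 genes in *Rorb h2/h2* mice and 305 in *Rorb h4/h4* mice, and DESeq2 called 554 and 570. The count in *Rorb h4/h4* spinal cord fell to 90 without replicate 1 of the C57BL/6J controls, and in *Rorb h2/h2* spinal cord to 132 without that library. With sex as a covariate edgeR called 297 in *Rorb h2/h2* and 391 in *Rorb h4/h4* mice, and in one fit of all groups of the tissue 174 and 306, with 475 in *Rorb h3/h3* mice. Which strain had the most genes in spinal cord therefore depended on the test, the covariate and the groups fitted together.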

Comparison of *Rorb^h4/h4^* vs C57BL/6J mice identified the most DEGs of all comparisons in both brain and spinal cord. The number of DEGs for all strains and tissues is provided in Table 3. 

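By edgeR, the comparisons with C57BL/6J called 0 genes in *Rorb h1/h1* brain, where 745 had an unadjusted p under 0.05 and where 3 were called with the replicate number as a replicate block, and in spinal cord 50 genes in *Rorb h1/h1* and 176 in *Rorb h3/h3* mice. The comparisons with DBA/1J called 0 genes in *Rorb h5/h5* brain (1003 at an unadjusted p under 0.05), 1 in spinal cord, 0 in cortex (1106 at an unadjusted p under 0.05), 2 in hippocampus and 2 in cerebellum. Between 16669 and 17789 genes passed the filter. Of the 17603 genes tested in *Rorb h1/h1* brain, the 745 are fewer than the share of 0.05 that chance alone gives. The 1003 of 17299 in *Rorb h5/h5* brain and the 1106 of 17220 in cortex lie somewhat above that share. The animal identifiers of the *Rorb h5/h5* and DBA/1J mice fall into several series, some of them shared by both groups. With the series as a block, a fit chosen after the results were seen, edgeR called 0 genes in *Rorb h5/h5* brain, 0 in spinal cord, 20 in cortex, 7 in hippocampus and 0 in cerebellum. That fit leaves few degrees of freedom. With DESeq2 every count rose: 17, 87, 196, 451 and 64 genes in brain from *Rorb h1/h1* to *Rorb h5/h5*, 142 and 430 in spinal cord of *Rorb h1/h1* and *Rorb h3/h3*, 91 in *Rorb h5/h5* spinal cord, 59 in cortex, 43 in hippocampus and 44 in cerebellum. On simulated counts with 200 genes changed by a log2 fold change of 1, larger than most changes called here, 9.8% of edgeR's calls and 13.5% of DESeq2's were false with 3 mice against 3 as in *Rorb h1/h1* brain, and 9.1% and 18.2% as in cortex. DESeq2 also recovered more of the changed genes, 80% against 78.5% and 81% against 75%. As in cortex, edgeR called 165 and DESeq2 198, unlike the real 0 and 59, so the simulation does not explain that gap.

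**Figure D2:**
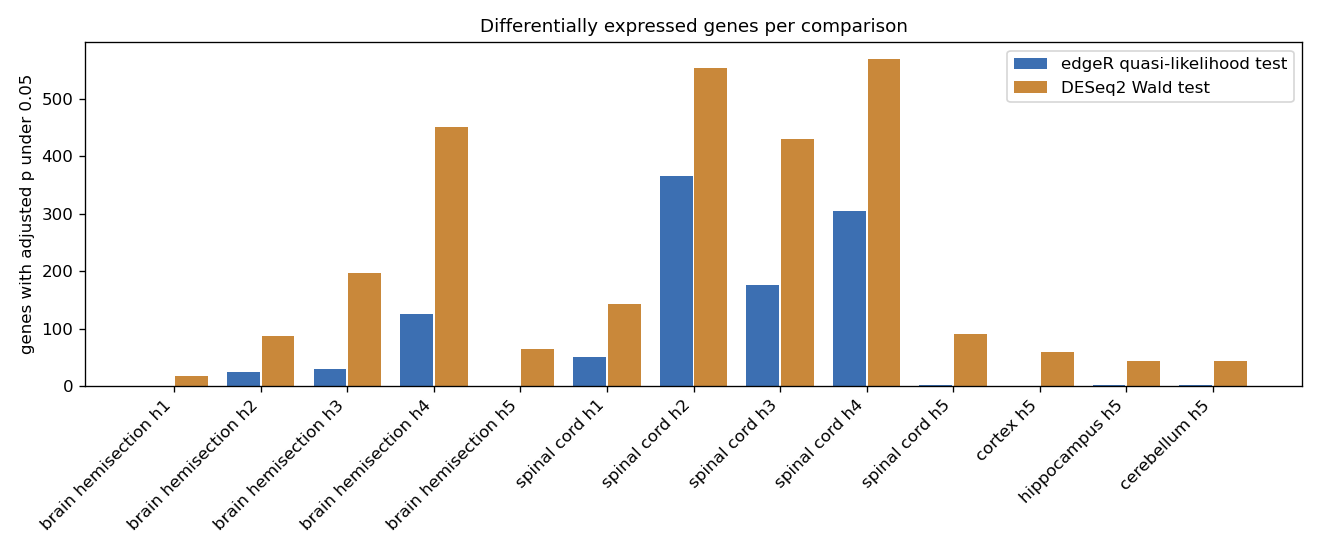
Number of genes with an adjusted p under 0.05 in each comparison of a mutant with its strain-matched control, by edgeR (blue) and by DESeq2 (orange), on a linear axis from 0. DESeq2 gives the higher count in all 13 comparisons.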

We visualized DEGs in brain and spinal cord for all genotypes using volcano plots (Fig. 5a; Supplementary Fig. 7a). 

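Ranked by p-value in edgeR, *Rorb* came first in *Rorb h1/h1*, *Rorb h2/h2* and *Rorb h4/h4* brain, first in *Rorb h4/h4* spinal cord, second in *Rorb h2/h2* spinal cord and 35th in *Rorb h1/h1* spinal cord, with log2 fold changes of -0.60 (standard error 0.07), -0.92 (0.07), -2.10 (0.10), -2.21 (0.09), -0.72 (0.05) and -0.28 (0.05) in that order. In spinal cord it fell from 38.5 ± 2.2 CPM (SD, n = 3) in C57BL/6J mice to 8.35 ± 1.29 (SD, n = 4) in *Rorb h4/h4* mice. In *Rorb h1/h1* brain the adjusted p was 0.084 in edgeR. With the replicate number as a replicate block it was 0.010, with sex as a covariate 0.011 and with DESeq2 2.7e-08, while leaving out one library at a time gave 0.064 to 0.41. The adjusted p in *Rorb h1/h1* spinal cord was 0.034. In 5 of the 6 fits that each left out one library it was above 0.05, from 0.076 to 0.30, and without replicate 3 of the C57BL/6J controls it was 0.0054.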

*Rorb* falls amongst the top 10 DEGs ranked by adj. *P-*value in most pairwise comparisons. A notable exception is *Rorb^h3/h3^* vs C57BL/6J where *Rorb* differential expression does not pass the adj. *P* < 0.05 significance cutoff in either brain or spinal cord. 

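In *Rorb h3/h3* mice *Rorb* was at 53.0 CPM in brain and 38.1 ± 3.6 CPM (SD, n = 4) in spinal cord, where the C57BL/6J controls were at 38.5 CPM. The log2 fold change was -0.05 (standard error 0.06, adjusted p = 0.85 in edgeR) in brain and -0.02 (standard error 0.07, adjusted p = 0.95) in spinal cord, smaller than the spread between mice. The exact permutation test gave p = 0.63 in brain and 0.83 in spinal cord. The 4 *Rorb h3/h3* spinal cords were at 42.7, 34.6, 38.9 and 36.0 CPM.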

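In *Rorb h5/h5* brain the log2 fold change of *Rorb* was 0.40 (standard error 0.09). Its adjusted p was 0.39 in edgeR, with a rank of 65 among the genes tested, and 0.012 in DESeq2, with a rank of 33. In *Rorb h5/h5* spinal cord *Rorb* was at 47.5 ± 2.9 CPM (SD, n = 3) against 40.2 ± 1.6 (SD, n = 3) in DBA/1J mice, a log2 fold change of 0.25 (standard error 0.06). Its adjusted p was 0.38 in edgeR, with a rank of 85, and 0.053 in DESeq2, with a rank of 97. The difference between tissues in the effect of the genotype on *Rorb* had an adjusted p of 0.994 in *Rorb h5/h5* mice by edgeR's interaction term with the animal as a block.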

*Rorb* is significantly differentially expressed in comparisons between *Rorb^h5/h5^* mice and DBA/1J mice for both brain and spinal cord, but it is not among the top 10 DEGs.

**Fig. 5.**
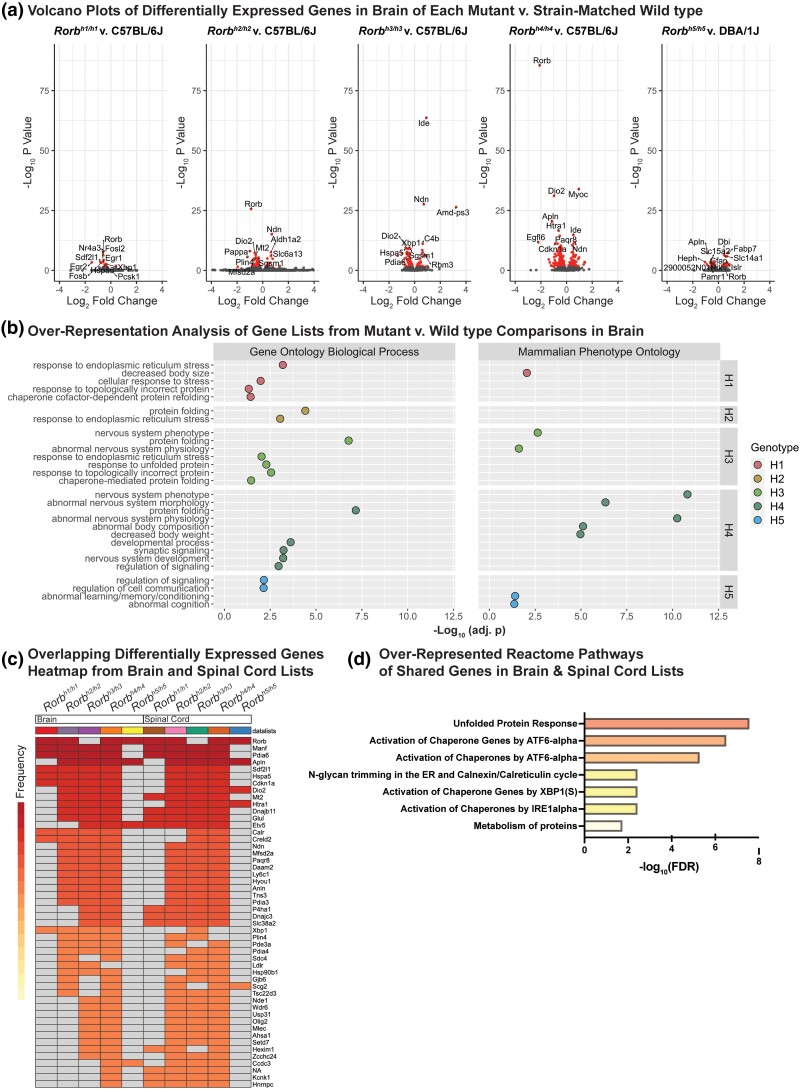
Analysis of gene expression and process over-representation in all *rorb* mutant strains vs strain-matched wild-type mice. Volcano plots from brain samples of each *Rorb* mutant strain contrasted with strain-matched wild-type controls. DEGs with adj. *P* < 0.05 are colored in red. The top 10 genes by adj. *P-*value is labeled, and *Rorb* is always labeled regardless of rank when its adj. *P* < 0.05 (A). The top 5 Gene Ontology biological process and Mammalian Phenotype Ontology terms ranked by Holm–Bonferroni *P-*value identified by over-representation analysis of differentially expressed gene lists from brain of each strain compared to strain-matched wild types are depicted as dot plots with –log_10_(adj. p) on the *x*-axis. Points are colored to indicate genotype (b). Genes that appear consistently differentially expressed in both brain and spinal cord of each mutant vs wild type comparison were identified by the Interactive Heatmap tool of ExpressAnalyst. Cells are shaded to indicate overlap frequency between contrasts (c). Reactome pathways that are over-represented amongst these shared genes identified with ExpressAnalyst are presented with –log_10_ transformed FDR values along the x-axis (D). All conditions (*n* = 3 mice, 7–9 weeks of age).

**Table 3.** DEGs for each comparison between mutant and wild type in brain and spinal cord.

Genotype comparison	Tissue	Genes adj. *P* < 0.05
*Rorb^h1/h1^* vs C57BL/6J	Brain	17
*Rorb^h1/h1^* vs C57BL/6J	Spinal cord	139
*Rorb^h2/h2^* vs C57BL/6J	Brain	83
*Rorb^h2/h2^* vs C57BL/6J	Spinal cord	526
*Rorb^h3/h3^* vs C57BL/6J	Brain	189
*Rorb^h3/h3^* vs C57BL/6J	Spinal cord	430
*Rorb^h4/h4^* vs C57BL/6J	Brain	443
*Rorb^h4/h4^* vs C57BL/6J	Spinal cord	559
*Rorb^h5/h5^* vs DBA/1J	Brain	62
*Rorb^h5/h5^* vs DBA/1J	Spinal cord	92
*Rorb^h5/h5^* vs DBA/1J	Cortex	59
*Rorb^h5/h5^* vs DBA/1J	Hippocampus	44
*Rorb^h5/h5^* vs DBA/1J	Cerebellum	42

We examined Gene Ontology Biological Processes and Mammalian Phenotype Ontologies that were significantly over-represented in our lists of DEGs from the brain (Fig. 5b). Annotations corresponding to endoplasmic reticulum stress and protein folding were common across comparisons when *Rorb^h1/h1^, Rorb^h2/h2^, Rorb^h3/h3^,* and *Rorb^h4/h4^* mice were compared to C57BL/6J mice. 

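A list of 27 genes for chaperones and other folding factors of the endoplasmic reticulum was tested. Fig. 5 names all but 14 of them, so the list is not independent of these libraries. Its median log2 fold change in brain was -0.20 in *Rorb h1/h1*, -0.25 in *Rorb h2/h2*, -0.33 in *Rorb h3/h3* and -0.31 in *Rorb h4/h4* mice, and 24, 25, 26 and 25 of the 27 genes were lower. The camera test, with a preset correlation of 0.01, gave p = 9.2e-14, 1.2e-16, 6.8e-21 and 4.3e-17. fry, which takes the correlation from the samples, gave 0.031, 0.0071, 0.0019 and 0.0022, and camera with an estimated correlation gave 0.074 in *Rorb h1/h1* brain. In the 14 members that Fig. 5 does not name the median was -0.06, -0.09, -0.12 and -0.10. For these 14, fry gave 0.075, 0.0083, 0.0046 and 0.0049, so their shift in *Rorb h1/h1* brain did not hold under fry. *Hspa5*, which encodes the chaperone BiP, was at 357.5 ± 63.1 CPM (SD, n = 3) in C57BL/6J mice and 219 ± 16.4 (SD, n = 4) in *Rorb h3/h3* mice. Of the genes of the list, edgeR called 2 in *Rorb h2/h2*, 11 in *Rorb h3/h3* and 13 in *Rorb h4/h4* brain and 0 in *Rorb h1/h1* brain; adjusted over the list alone, 15, 19, 18 and 15 were called. Each of the 15 mutant brains had a lower list mean than each of the 3 control brains (exact permutation test, p = 0.00123). The 4 mutant groups were compared with the same 3 controls, of which replicate 3 had the highest list mean. Without that library the median of the list was smaller in size, at -0.13, -0.17, -0.24 and -0.24. By their animal identifiers the *Rorb h2/h2*, *Rorb h3/h3* and *Rorb h4/h4* mice share no series with the controls, so for these 3 strains genotype and batch cannot be told apart. The *Rorb h1/h1* mice share theirs with the controls. The paper states that annotations for stress of the endoplasmic reticulum and for protein folding were common across these comparisons.

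**Figure D3:**
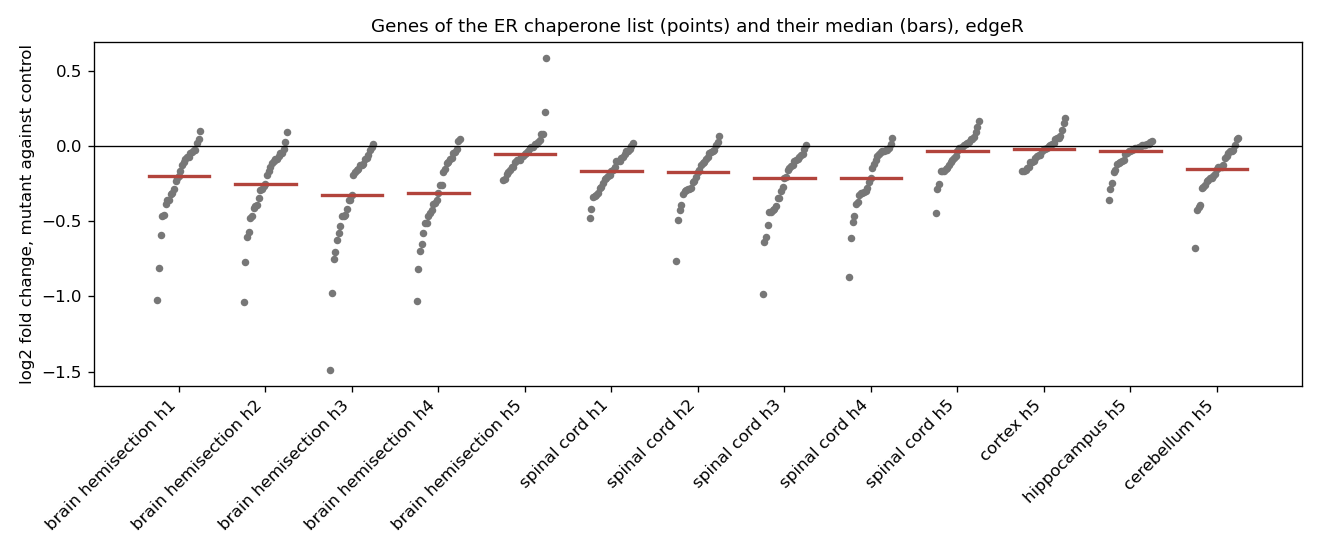
Log2 fold change of each gene of the list of endoplasmic reticulum chaperones (points) and the median (bars) in each of the 13 comparisons, from edgeR. The medians lie between -0.33 and -0.16 in *Rorb h1/h1* to *Rorb h4/h4* brain and spinal cord, and between -0.15 and -0.02 in the *Rorb h5/h5* comparisons.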

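In spinal cord the list of endoplasmic reticulum chaperones had a median log2 fold change of -0.16 in *Rorb h1/h1*, -0.17 in *Rorb h2/h2*, -0.21 in *Rorb h3/h3* and -0.21 in *Rorb h4/h4* mice, with 26, 24, 26 and 24 of 27 genes lower and camera p of 1.3e-08, 8.8e-09, 4.0e-14 and 1.1e-10. fry gave 0.053, 0.022, 0.0056 and 0.0086, so the shift in *Rorb h1/h1* spinal cord did not hold under fry. Camera with an estimated correlation gave 0.12 in *Rorb h1/h1* and 0.096 in *Rorb h2/h2* spinal cord, and did not pass 0.05 in *Rorb h4/h4* spinal cord either. In the 14 members that Fig. 5 does not name the median was -0.08, -0.06, -0.10 and -0.04. For these 14, fry gave 0.052, 0.054, 0.011 and 0.051, so only their shift in *Rorb h3/h3* spinal cord held under fry. Of the 27 genes of the list, edgeR called 1, 8, 12 and 11. Without replicate 3 of the C57BL/6J controls the median of the list in *Rorb h1/h1* spinal cord was -0.08. Brain and spinal cord came from the same animals, so the difference between tissues was also tested within animals, after the values were seen. The list mean in brain minus that in spinal cord was 0.014 to 0.063 (log2 CPM) in the 3 C57BL/6J mice and -0.093 to 0.004 in the 15 mutants (exact permutation test, two-sided, p = 0.00123, the smallest possible). With the animal as a block, fry on the interaction term gave 0.12, 0.025, 0.021 and 0.0012 for *Rorb h1/h1* to *Rorb h4/h4* mice, and without the block its smallest p was 0.27.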

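In *Rorb h5/h5* brain the median of the list of endoplasmic reticulum chaperones was -0.06, and 19 of its 27 genes were lower (limma's camera test, adjusted p = 0.083 over the 13 comparisons). edgeR called none of them. The largest shift of the list on the DBA/1J background was in cerebellum, with a median of -0.15 (adjusted p = 3.0e-05 in limma's camera test), a call that did not hold under fry.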

Interestingly, the *Rorb^h5/h5^* vs DBA/1J comparison gene list is not significantly associated with these annotations and, instead, has annotations related to abnormal learning and cognition. We examined over-represented processes using gene lists from the spinal cord of all *Rorb* mutants as well (Supplementary Fig. 7b). In this set, terms related to abnormal nervous system physiology and development are most common. All over-representation analysis results are provided in Supplementary Table 2.

Examination of volcano plots revealed that several DEGs other than *Rorb* appear frequently across different comparisons, which led us to search for a consistent gene expression signature of *Rorb* mutant strains in both the brain and spinal cord. We used ExpressAnalyst to find these overlapping genes and to identify Reactome pathways associated with them (Fig. 5c). Unsurprisingly, *Rorb* is the most shared differentially expressed gene. 

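By edgeR, 16 genes were called in at least 5 of the 10 comparisons of brain and spinal cord, and 713 in at least 1. *Cdkn1a*, *Dio2*, *Dnajb11*, *Ndn* and *Sdf2l1* were called in 6, and *Rorb* in 5, lower in each. With DESeq2, 53 genes were called in at least 5 comparisons, and *Rorb* was called in 7, *Manf* in 8 and *Pdia6* in 8. Of the 49 genes named in the heat map of Fig. 5c, 16 were called in at least 5 comparisons by edgeR and 48 in at least 1. The heat map was drawn from these same libraries, so this overlap is no independent check. Simulated mutants without any change, compared with the same controls, gave 0 genes shared by at least 5 comparisons in each of 10 rounds, and at most 2 genes in at least 2 comparisons. Genes and libraries were simulated independently, without batch, so this does not tell genotype from batch.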

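Of the 16 genes called in at least 5 comparisons, 6 belonged to the list of endoplasmic reticulum chaperones: *Dnajb11*, *Sdf2l1*, *Calr*, *Hspa5*, *Manf* and *Pdia6*. All 6 were lower in the mutants wherever they were called. Fig. 5c, drawn from these same libraries, names all 16 genes. The overlap with the list is therefore no independent support, and none of the 6 is a member that Fig. 5 leaves unnamed. A list of 12 genes of the PERK and ATF4 branch of the unfolded protein response had medians between -0.13 and 0.04 over the 13 comparisons, and by limma's camera test an adjusted p over the 13 comparisons of at least 0.11. Adjusted over all 273 list tests, 2 of them, *Rorb h1/h1* and *Rorb h4/h4* brain, were under 0.05. The list was lower in both, and fry gave 0.042 and 0.023 there without adjustment. In *Rorb h3/h3* brain it was also lower by fry (0.016).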

The entire list of shared DEGs was significantly associated with the UPR and several of its downstream activators such as ATF6, XBP1, and IRE1 (Fig. 5d).

### CNS region-specific differential expression in *Rorb^h5/h5^* vs DBA/1j

To better understand the impact of the *Rorb1* start-loss mutation in *Rorb^h5/h5^* mice on gene expression, and to identify processes associated with the behavioral phenotypes of these mice, we performed RNASeq with cortex, hippocampus, cerebellum, brain hemi-section, and spinal cord in comparison to these same tissues from DBA/1J strain-matched wild types. We performed differential expression analysis as before and visualized DEGs using volcano plots (Supplementary Fig. 8a). *Rorb* is among the top 10 most significant genes in brain hemi-sections, spinal cord, and cortex. 

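In cortex *Rorb* was at 149 ± 5.4 CPM (SD, n = 3) in *Rorb h5/h5* mice and 90.3 ± 14.1 (SD, n = 3) in DBA/1J mice, a log2 fold change of 0.72 (standard error 0.11). By p-value it ranked 11 in edgeR (adjusted p = 0.12) and 6 in DESeq2 (adjusted p = 7.8e-07). The adjusted p in edgeR was 0.022 with the identifier series as a block and 0.025 without replicate 3 of the DBA/1J mice. Only some series hold mice of both groups, so the block leaves few degrees of freedom. Such a series holds replicate 3 of the *Rorb h5/h5* mice, whose sex label conflicts with its expression. In brain hemi-sections and spinal cord of *Rorb h5/h5* mice *Rorb* ranked outside the first 10 with both tests.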

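In cerebellum *Rorb* was at 24.7 ± 0.12 CPM (SD, n = 3) in *Rorb h5/h5* mice and 16.8 ± 0.83 (SD, n = 3) in DBA/1J mice, a log2 fold change of 0.56 (standard error 0.07). It ranked 3 in edgeR (adjusted p = 0.081) and 6 in DESeq2 (adjusted p = 3.9e-06). In hippocampus it was at 42.3 ± 1.6 CPM (SD, n = 3) against 30.5 ± 2.9 (SD, n = 3), a log2 fold change of 0.47 (standard error 0.08), and it ranked 13 in edgeR (adjusted p = 0.35) and 19 in DESeq2 (adjusted p = 3.7e-04). Every *Rorb h5/h5* library lay above every DBA/1J library in both regions, which 3 mice against 3 reach by chance with an exact permutation p of 0.1.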

While *Rorb* is also significantly differentially expressed in the cerebellum and hippocampus it does not rank in the top 10 genes. We performed over-representation analysis as before and found a variety of gene ontology process, compartment, and function terms private to each region (Supplementary Fig. 8b). In the cerebellum, gene lists were associated with Gene Ontology terms related to transporter activity and Reactome pathways involving small molecule transport. 

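A list of 32 solute carrier genes had a median log2 fold change of 0.001 in cerebellum, with 16 genes higher and 16 lower (limma's camera test, adjusted p = 0.92 over the 13 comparisons). edgeR called 0 of them, with 8 called adjusted over the list alone. In *Rorb h3/h3* spinal cord the list had a median of -0.06, with 19 of 31 genes lower. There camera gave an adjusted p of 0.22 over the 13 comparisons and 0.045 over all 273 list tests, and fry gave 0.024. The 2 genes edgeR called in cerebellum were *Etnppl*, with a log2 fold change of -1.74 (adjusted p = 0.042), and *Fabp7*, with 0.78 (adjusted p = 0.044).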

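A list of 37 extracellular matrix genes had a median log2 fold change of 0.17 in cortex of *Rorb h5/h5* mice, where 27 of the 36 genes tested were higher (limma's camera test, adjusted p = 2.6e-05 over the 13 comparisons), which held under fry. With the Reactome set for organization of the extracellular matrix in its place, the median in cortex was 0.03 and camera no longer passed 0.05. In hippocampus the median of the list was -0.02, with 17 genes higher and 19 lower (limma's camera test, adjusted p = 0.29). With the identifier series as a block it was -0.11, and camera gave 0.000586 without adjustment. edgeR called 0 genes of the list in either region; adjusted over the list alone, 6 were called in cortex and 0 in hippocampus.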

Gene lists from both cortex and hippocampus were associated with terms pertaining to the extracellular matrix, though additional pathways (many related to collagen synthesis and degradation) are found in the cortex. 

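In spinal cord of *Rorb h5/h5* mice a list of 34 lipid synthesis genes had a median log2 fold change of 0.10, and 30 of the 34 genes were higher (limma's camera test, adjusted p = 1.7e-08 over the 13 comparisons), which held under fry. edgeR called 0 of them, with 12 called adjusted over the list alone. The 1 gene edgeR called in *Rorb h5/h5* spinal cord was *Grin2c*, with a log2 fold change of -0.79 (adjusted p = 0.038), and with the identifier series as a block edgeR called none. The lipid synthesis list was also higher, by camera and by fry, in spinal cord of *Rorb h2/h2* and *Rorb h4/h4* mice.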

Gene expression in the spinal cord was associated with Gene Ontology and Reactome terms related to lipid biosynthesis and axon ensheathment while brain gene lists were associated with Gene Ontology terms such as cell periphery and signaling regulation with Reactome pathways related to behavior.

## Conclusions

We have identified 5 lines of spontaneous *Rorb* mutant mice, 3 where the causal mutation has been identified (*Rorb^h1/h1^*, *Rorb^h4/h4^*, and *Rorb^h5/h5^*) and 2 where the specific nature of the mutation has not been identified (*Rorb^h2/h2^* and *Rorb^h3/h3^*). The likelihood of *Rorb* involvement in *Rorb^h2/h2^* and *Rorb^h3/h3^* phenotypes is supported by the similarity of the gait phenotype between these mice and *Rorb*-knockout mice, complementation testing, and the pattern of *Rorb* expression by qRT-PCR. Notably, our complementation results indicate that both *Rorb^h2/h3^* and *Rorb^h1/h3^* complemented while *Rorb^h1/h2^* and *Rorb^h3/h4^* failed to complement. This mixed result may suggest that one or more of the alleles causes downregulation but not total ablation of *Rorb*, which could cause variability in the strength of complementation. RNASeq results showing increased read depth in the region upstream of *Rorb* in *Rorb^h2/h2^* mice, an alignment pattern similar to that produced by the duplication in *Rorb^h1/h1^* mice, further support this conclusion. The dysregulation of protein folding and ER stress in both mutant strains add additional supporting evidence. Protein levels across strains would provide additional useful information, but our attempts at western blots did not work. We remain unsure why spontaneous *Rorb* mutations seem to arise so frequently, but their distinctive gait phenotype makes them easy to identify, which may indicate ascertainment bias plays a role. Perhaps the locus is also prone to structural changes, since *Rorb^h1/h1^* and probably *Rorb^h2/h2^* fall in this category.

The regulation and expression pattern of *Rorb* was characterized more thoroughly in *Rorb^h1/h1^* mice because their discovery and testing occurred before the publication which elucidated the cellular and electrophysiological mechanism underlying the gait phenotype (Koch *et al.* 2017). We used *Rorb^Cre^* and *Scnn1a^Cre^* lines to drive tdTomato expression. Each Cre is specific to cell populations in cortical layer IV, and our imaging shows visible changes in fluorescence intensity in the *Scnn1a+* cell labeling but not *Rorb+* cell labeling in *Rorb^h1/h1^* mice. This likely reflects changes in cell type composition related to the role of *Rorb* in cell fate specification (Clark *et al.* 2020). In the spinal cord, our observation of co-labeling between tdTomato in *Rorb+* cells and Isolectin-b4, but not CGRP, suggests the involvement of some *Rorb-*expressing cells in the nonpeptidergic nociception pathway consistent with previous reports (Koch *et al.* 2017). ChIA-PET performed on *Rorb^h1/h1^* brains at E12.5 identified the loss of a local chromatin association with a strong distal enhancer that is specific to the developing forebrain. While more work is needed to experimentally validate this enhancer and to characterize the impact of this disrupted enhancer interaction on developmental expression of *Rorb*, it suggests that the 326 kb duplication present in *Rorb^h1/h1^* mice is likely to disrupt the spatiotemporal developmental regulation of this gene.

We show that *Rorb^h1/h1^*, *Rorb^h2/h2^*, and *Rorb^h3/h3^* mice have retinas that appear normal when labeled with PNA and anti-S-opsin while *Rorb^h4/h4^* and *Rorb^h5/h5^* mice exhibit highly disorganized retinas that lack inner and outer segments of cones and have reduced S-opsin labeling. The abnormal morphology of the retinas is reminiscent of retina from *Rorb*-knockout mice (Andre, Conquet *et al.* 1998; Chow *et al.* 1998; Srinivas *et al.* 2006; Jia *et al.* 2009). We suspect this is due to the reduction of *Rorb2* expression in retina of *Rorb^h4/h4^* and *Rorb^h5/h5^* mice compared to wild-type controls, evident in qRT-PCR data, but the mechanism by which loss of a start codon in *Rorb1* of *Rorb^h5/h5^* mice causes a decrease in *Rorb2* expression in unclear. *Rorb2* expression is increased significantly in *Rorb^h1/h1^* and *Rorb^h2/h2^* strains, though again the underlying mechanism is not clear. Interestingly, *Rorb^h5/h5^* mice exhibit an increase in *Rorb1* expression in both brain and retina that the other *Rorb* strains do not share. This could be explained by compensatory upregulation of *Rorb1* transcript in response to the absence of a fully functional protein product.

Behavioral phenotyping was performed in *Rorb^h5/h5^* mice because the start-loss mutation in these mice impacts the *Rorb1* isoform, which is predominant in brain, and likely produces a hypomorphic or loss of function allele. We chose assays that might reveal changes in social behavior, repetitive behaviors, and anxiety because of the associations between *RORβ* variants and neurodevelopmental conditions including epilepsy, bipolar, and autism spectrum disorders. In open-field testing, we found that both male and female *Rorb^h5/h5^* mice spent more time in the center of the arena, indicating decreased anxiety. Using the 3-chamber assay, we found that male, but not female, *Rorb^h5/h5^* mice exhibited a significant preference for the neutral area (no novel object or conspecific). Further, both male and female *Rorb^h5/h5^* mice spent significantly less time sniffing the novel conspecific. These findings may be interpreted as a decrease in sociability in *Rorb^h5/h5^* mice. Finally, *Rorb^h5/h5^* male and female mice exhibit longer grooming bouts than wild-type controls, though bouts were no more frequent. Both decreased sniffing and repetitive grooming have been reported in other mice that display autism-like behaviors (Peca *et al.* 2011; Kalueff *et al.* 2016). Similar behavioral phenotypes have been observed in mice with deletions in epilepsy-related genes (Kim *et al.* 2020). Based on our knowledge of RORβ function, it may be the case that *Rorb* mutations disrupt the formation of the neural circuitry that is involved in these mouse behaviors.

RNASeq data identified *Rorb* expression patterns that were consistent with qRT-PCR in brain across strains and showed that *Rorb* mutations in these mice produced gene expression changes that are relatively subtle compared to differences arising from strain and CNS region. *Rorb^h1/h1^* mice vs C57BL/6J mice had the fewest DEGs of all strains in both the brain and spinal cord, and *Rorb^h4/h4^* vs C57BL/6J mice showed the greatest number in both regions. This is not surprising considering that *Rorb^h4/h4^* is the only strain where we expect that the mutation impacts both transcripts. *Rorb* is significantly differentially expressed in contrasts between all strains and strain-matched wild types except *Rorb^h3/h3^* vs C57BL/6J, which agrees with our qRT-PCR result. It is possible we did not detect differential expression of *Rorb* in *Rorb^h3/h3^* vs C57BL/6J mice because only the *Rorb* isoform specific to the retina is altered in this strain. Interestingly, *Rorb^h5/h5^* mice show elevated expression levels of *Rorb* above DBA/1J wild types in both qRT-PCR and RNASeq data. This may be explained by the upregulation of *Rorb* expression to compensate for a nonfunctional *Rorb1* transcript in the *Rorb^h5/h5^* mice. Our over-representation analysis showed that gene lists from contrasts of *Rorb^h1/h1^, Rorb^h2/h2^, Rorb^h3/h3^,* and *Rorb^h4/h4^* brain to C57BL/6J brain were all associated with protein folding and endoplasmic reticulum stress. Interestingly, *Rorb^h5/h5^* vs DBA/1J mice did not show these annotations and instead produced gene lists associated with abnormal cognition. We do not understand the cellular basis for this difference, but it may involve the unique increase in *Rorb1* transcript expression in this strain.

Region-specific differential expression analysis of *Rorb^h5/h5^* vs DBA/1J mice produced gene lists with unique Gene Ontology annotations across the CNS reflecting the different gene expression programs regulated by RORβ Gene lists from contrasts involving spinal cord of all strains, while still frequently associated with terms related to the endoplasmic reticulum and protein folding as in the brain, are more often associated with abnormal nervous system physiology and development. These annotations are consistent with the known functions of RORβ in neural circuit formation (Nakagawa and O’Leary 2003; Jabaudon *et al.* 2012; Oishi *et al.* 2016; Moreno-Juan *et al.* 2017; Byun *et al.* 2019; Clark *et al.* 2020). Interestingly, we also found that the genes most frequently identified in all contrasts, regardless of genotype or tissue, are associated with the UPR. Endoplasmic reticulum stress and the UPR have been directly implicated in epileptogenesis, bipolar disorder, and a variety of other neurological disorders with overlapping comorbidities (Kas *et al.* 2014; Pfaffenseller *et al.* 2014; Fu *et al.* 2020; Terabayashi and Hashimoto 2021; Kumble *et al.* 2022; Madhamanchi *et al.* 2022). This finding raises the possibility that the UPR may be an important pathway for pathogenesis and treatment targeting patients with *RORβ*-associated epilepsy.

## Supplementary Material

jkad131_Supplementary_Data Click here for additional data file.

## Data Availability

All data necessary for confirming the conclusions of the article are present within the article, figures, and tables. Supplementary Figs. 1–8 are available on FigShare. Supplemental files available at figshare (https://doi.org/10.25387/g3.23277272): Supplementary Table 1—DEGs contains lists of DEGs from DESeq2 analysis ranked by adjusted *P*-value. Raw RNASeq data are available on the Gene Expression Omnibus at accession number GSE229218. Supplementary Table 2—Over-representation analysis with MouseMine contains all over-represented terms identified using MouseMine ranked by Holm–Bonferroni adjusted *P*-value and separated based on ontology (Gene Ontology, Mammalian Phenotype Ontology, etc). Supplementary Videos S1–6 are footage of each *Rorb* mutant strain and a C57BL/6J mouse walking across level surfaces.

How the deposited data were processed for this re-analysis (not part of the article)

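RNA of brain hemi-sections and spinal cords was analysed from *Rorb h1/h1*, *Rorb h2/h2*, *Rorb h3/h3*, *Rorb h4/h4* and *Rorb h5/h5* mice with C57BL/6J or DBA/1J controls, and of cortex, hippocampus and cerebellum from *Rorb h5/h5* and DBA/1J mice, 66 libraries in 20 groups. The deposited expected counts are estimates of fragments per gene that the authors made with RSEM after trimming and alignment with STAR to GRCm38. The deposited TPM values were normalized for length and depth by RSEM as run by the authors. The version of the gene annotation is not named in the paper's text. Symbols were joined to 41403 of the 45706 identifiers from a later annotation, and 31348 have a GRCm38 position. Total counts ranged from 32889755 to 59120536.

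Expected counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test), one mutant against its strain-matched control within a tissue, at a Benjamini-Hochberg adjusted p of 0.05. The authors used DESeq2, which was run as an alternative (version 1.42.0). Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with fry. Reactome sets came from fgsea 1.28.0. Principal components used log2 CPM of the 500 most variable genes with a prior count of 2. Single values were compared by exact permutation tests. Counts were simulated once per design from edgeR's dispersions, with 200 changed genes at a log2 fold change of 1. Of these, edgeR recovered 75% to 84.5% and DESeq2 80% to 84.5%. Of the calls, 4.5% to 9.8% of edgeR's and 7.7% to 18.2% of DESeq2's were false. Recovery of smaller changes was not simulated. Same-numbered samples were checked for pairing by the correlation of their deviations from the group means, which was above 0.1 for every pair in *Rorb h1/h1* brain alone, where the pairs also share their sex and identifier series. In spinal cord of the same mice it was 0.024 to 0.046, so a pairing is not established.

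Lists covered endoplasmic reticulum chaperones, the PERK and ATF4 branch, extracellular matrix, solute carriers, lipid synthesis, glucocorticoid, heat-shock and immediate early responses, clock genes of 2 phases, layer 4, and markers of neurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelium, blood, meninges and choroid plexus. The genes named are those the paper names, the members of these lists, the genes within 0.5 Mb upstream of *Rorb*, sex and strain markers, and the 5 genes with the smallest adjusted p of each comparison. *Amd-ps3*, *Ide* and their neighbours were looked at after their values were seen. Alternatives were DESeq2, its size factors in edgeR, no low-count filter, sex as a covariate, the replicate number as a block, one fit of all groups of a tissue, other settings of the list tests and of the principal components, leaving out each replicate and, added later, the identifier series of the animals as a block in the comparisons with DBA/1J. The difference between brain and spinal cord was tested with and without the animal as a block. All labelled mice were kept. Of 78 pairs of replicates 0 were identical.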

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

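The tests of the sex label and those of the difference between tissues within animals were chosen after the values were seen, as was the rule for gene lists, namely an adjusted p under 0.05 by camera over all 273 list tests and a p under 0.05 by fry in one direction.

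In 6 groups of 4 libraries 7 measures were examined, and 2 of these 42 tests found a library far from the others, where chance gives 2.1. *Rorb* was at 24.6 CPM in replicate 3 of *Rorb h2/h2* spinal cord, above the other 3 mice. The identifier without a gene symbol took 9.03% of the counts in replicate 4 of *Rorb h3/h3* brain. As many are found by chance, no explanation was tested.

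The dissected *Rorb h5/h5* mouse labelled female, replicate 3, had *Ddx3y* at 58.2 CPM or more in all 3 regions, within the 57.5 to 103 CPM of mice labelled male, and *Xist* at 0.32 CPM or less. A mixture with a female sample is argued against by this low *Xist*. A sex label that is in error is a candidate explanation. Sex as a covariate uses the label as it stands, and gave 2 genes in cortex and 1 in cerebellum.

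In *Rorb h1/h1* to *Rorb h4/h4* mice the list of endoplasmic reticulum chaperones was lower by more in brain than in spinal cord. Its mean in brain minus that in spinal cord of the same animal differed from that in C57BL/6J mice by -0.068 (log2 CPM) in *Rorb h1/h1*, -0.076 in *Rorb h2/h2*, -0.087 in *Rorb h3/h3* and -0.105 in *Rorb h4/h4* mice, and -0.085 over all 15 mutants, each of which lay below each control (exact permutation test, two-sided, p = 0.00123, adjusted 0.0147 over 12 tests). By strain the exact p was 0.1, 0.0571, 0.0571 and 0.0286, none of which passed adjustment, and in *Rorb h5/h5* mice 0.3 with a difference of 0.031. It stayed by fry over the 18 animals with the difference in library size (0.00177) or in the heat-shock list (0.000207) between the tissues as a covariate, which argues against each of these as the whole cause. All 4 strains were compared with the same 3 controls, and *Rorb h2/h2*, *Rorb h3/h3* and *Rorb h4/h4* mice share no identifier series with them, so an animal batch that acts more on one tissue stays open, as does a difference of tissue in the effect of genotype.

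Outside the genes the paper discusses, 27 of 182 tests of lists met the rule. The median log2 fold changes were as follows. For immediate early genes it was -0.600 in *Rorb h1/h1* brain and -0.246 in *Rorb h1/h1* spinal cord. For antiphase clock genes it was -0.133 in *Rorb h2/h2* brain, -0.086 in *Rorb h2/h2* spinal cord, -0.126 in *Rorb h4/h4* spinal cord and -0.184 in *Rorb h5/h5* cerebellum. For glucocorticoid-induced genes it was -0.271 in *Rorb h2/h2* brain, -0.184 in *Rorb h4/h4* brain, -0.264 in *Rorb h2/h2* spinal cord and -0.236 in *Rorb h4/h4* spinal cord. For meningeal fibroblast markers it was 0.206 in *Rorb h2/h2* brain and 0.230 in *Rorb h5/h5* cortex. For blood markers it was -0.350 in *Rorb h3/h3* brain. For heat-shock genes it was -0.168 in *Rorb h3/h3* brain, -0.186 in *Rorb h4/h4* brain, -0.176 in *Rorb h3/h3* spinal cord and -0.149 in *Rorb h4/h4* spinal cord. For endothelial markers it was -0.041 in *Rorb h4/h4* brain and -0.104 in *Rorb h5/h5* hippocampus. For neuronal markers it was -0.075 in *Rorb h1/h1* spinal cord, -0.114 in *Rorb h2/h2* spinal cord and -0.071 in *Rorb h4/h4* spinal cord. For microglial markers it was 0.125 in *Rorb h2/h2* spinal cord, 0.223 in *Rorb h3/h3* spinal cord and 0.093 in *Rorb h4/h4* spinal cord. For astrocyte markers it was -0.096 in *Rorb h3/h3* spinal cord. For oligodendrocyte markers it was 0.136 in *Rorb h5/h5* spinal cord. The 4 strains on the C57BL/6J background share 3 control libraries, so results repeated among them are not independent, and only *Rorb h1/h1* mice among them share an identifier series with those controls. With the replicate block, the immediate early list in *Rorb h1/h1* brain was at 0.0502 by fry. No biological explanation was tested for these lists.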

How the results depend on the processing

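Every alternative below was set before the data were examined, except the division of the *Rorb h2/h2* mice by animal identifier and the identifier series as a block in *Rorb h5/h5* mice, which were chosen after the results were seen. The cause of a change was not tested unless it is named. DESeq2's size factors in edgeR left all 13 counts of differentially expressed genes within 1.5 times the edgeR count. DESeq2 in place of edgeR gave 17 in *Rorb h1/h1* brain, 87 in *Rorb h2/h2* brain, 196 in *Rorb h3/h3* brain, 451 in *Rorb h4/h4* brain, 64 in *Rorb h5/h5* brain, 142 in *Rorb h1/h1* spinal cord, 554 in *Rorb h2/h2* spinal cord, 430 in *Rorb h3/h3* spinal cord, 570 in *Rorb h4/h4* spinal cord, 91 in *Rorb h5/h5* spinal cord, 59 in *Rorb h5/h5* cortex, 43 in *Rorb h5/h5* hippocampus and 44 in *Rorb h5/h5* cerebellum. Without the low-count filter edgeR called 37 in *Rorb h1/h1* brain, 80 in *Rorb h2/h2* brain, 86 in *Rorb h3/h3* brain, 359 in *Rorb h4/h4* brain, 22 in *Rorb h5/h5* brain, 477 in *Rorb h1/h1* spinal cord, 783 in *Rorb h2/h2* spinal cord, 380 in *Rorb h3/h3* spinal cord, 686 in *Rorb h4/h4* spinal cord, 25 in *Rorb h5/h5* spinal cord, 20 in *Rorb h5/h5* cortex, 16 in *Rorb h5/h5* hippocampus and 68 in *Rorb h5/h5* cerebellum. Sex as a covariate moved the counts to 1 in *Rorb h1/h1* brain, 5 in *Rorb h2/h2* brain, 98 in *Rorb h1/h1* spinal cord, 73 in *Rorb h3/h3* spinal cord, 0 in *Rorb h5/h5* spinal cord, 2 in *Rorb h5/h5* cortex and 1 in *Rorb h5/h5* cerebellum, and a fit of all groups of a tissue to 1 in *Rorb h1/h1* brain, 64 in *Rorb h3/h3* brain, 45 in *Rorb h5/h5* brain, 2 in *Rorb h1/h1* spinal cord, 174 in *Rorb h2/h2* spinal cord, 475 in *Rorb h3/h3* spinal cord and 62 in *Rorb h5/h5* spinal cord.

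With the replicate number as a replicate block, edgeR called 3 in *Rorb h1/h1* brain, 3 in *Rorb h2/h2* brain, 2 in *Rorb h3/h3* brain, 244 in *Rorb h4/h4* brain, 89 in *Rorb h1/h1* spinal cord, 10 in *Rorb h5/h5* spinal cord, 0 in *Rorb h5/h5* hippocampus and 15 in *Rorb h5/h5* cerebellum. The numbers name no shared animals. Every pair of same-numbered samples correlated above 0.1 in *Rorb h1/h1* brain alone (0.113 to 0.198), and the block was considered further only there. These pairs share their sex, and on autosomes the correlations were 0.100 to 0.136. In spinal cord of the same mice they were 0.024 to 0.046. A pairing of the animals is therefore not established, and the fits with the block are an alternative only. The 3 genes called in *Rorb h1/h1* brain were *Rorb*, *Fosl2* and *Nr4a3*, of which the last 2 were named after their values were seen. The block left the chaperone list in *Rorb h1/h1* brain past 0.05 by camera (1.96e-12) and by fry (0.0344). By fry the immediate early list no longer passed, at 0.0502 in place of 0.0159, nor did the PERK and ATF4 list, at 0.0509 in place of 0.0423, while heat-shock genes (0.0468), layer 4 markers (0.0189) and the chaperones that Fig. 5 does not name (0.0188) then passed, and by camera antiphase clock genes did (0.0496), all without adjustment. No other list in *Rorb h1/h1* brain changed its side of 0.05.

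With DESeq2 the log2 fold change of *Rorb* passed an adjusted p of 0.05 in *Rorb h1/h1* brain (-0.61), *Rorb h5/h5* brain (0.40), cortex (0.72), hippocampus (0.47) and cerebellum (0.56), where edgeR's did not. In *Rorb h1/h1* brain it also passed with sex as a covariate (-0.6) and with the replicate block (-0.6), and in cerebellum with the replicate block (0.56). In *Rorb h3/h3* spinal cord, where *Rorb* did not change, its sign turned with sex as a covariate (0.022) and with the replicate block (0.005).

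For the list of endoplasmic reticulum chaperones, camera with an estimated correlation no longer passed 0.05, with p of 0.074 in *Rorb h1/h1* brain, 0.12 in *Rorb h1/h1* spinal cord, 0.0963 in *Rorb h2/h2* spinal cord, 0.0671 in *Rorb h4/h4* spinal cord, 0.59 in *Rorb h5/h5* hippocampus and 0.295 in *Rorb h5/h5* cerebellum. With fry p was 0.0527 in *Rorb h1/h1* spinal cord, 0.58 in *Rorb h5/h5* hippocampus and 0.232 in *Rorb h5/h5* cerebellum, and with sex as a covariate 0.0756 in *Rorb h5/h5* hippocampus. In the members that Fig. 5 does not name the direction turned in *Rorb h5/h5* brain (0.662), spinal cord (0.522) and cortex (0.656), and p was 0.271 in hippocampus. With the Reactome set in its place the extracellular matrix result in cortex no longer passed 0.05, at 0.122. The solute carrier list in cerebellum changed direction under fry, at 0.803. The Reactome sets for IRE1alpha, the unfolded protein response and chaperone genes activated by XBP1(S) were not run, since 9 of 16 members (56.2%), 15 of 22 (68.2%) and 8 of 15 (53.3%) were matched.

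The 16 genes shared by at least 5 comparisons became 53 with DESeq2, 36 when at least 4 comparisons were asked for and 5 when at least 6 were. The share of variance was 68.6% for tissue and 22.2% for background with all genes, 71.9% and 34.1% with log2(TPM + 1), and 61.6% and 25.4% with brain hemi-sections and spinal cords alone. Tissue stayed ahead of background under these 3 alternatives. Among the other results, 44 became weaker, 2 stronger and 41 were counted as unchanged. These 41 include the number of comparisons separated by genotype, which rose with all genes.

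Across the fits that each left out one replicate, the number of genes called by edgeR ranged from 0 to 1 in *Rorb h1/h1* brain, 2 to 22 in *Rorb h2/h2* brain, 7 to 29 in *Rorb h3/h3* brain, 53 to 182 in *Rorb h4/h4* brain, 0 to 2 in *Rorb h5/h5* brain, 0 to 187 in *Rorb h1/h1* spinal cord, 132 to 501 in *Rorb h2/h2* spinal cord, 34 to 295 in *Rorb h3/h3* spinal cord, 90 to 355 in *Rorb h4/h4* spinal cord, 0 to 2 in *Rorb h5/h5* spinal cord, 0 to 221 in *Rorb h5/h5* cortex, 0 to 6 in *Rorb h5/h5* hippocampus and 0 to 8 in *Rorb h5/h5* cerebellum. The 221 in cortex came without replicate 3 of the DBA/1J mice. Without replicate 1 of the C57BL/6J mice the counts fell to 2 in *Rorb h2/h2* brain, 53 in *Rorb h4/h4* brain, and in spinal cord to 0 in *Rorb h1/h1*, 132 in *Rorb h2/h2*, 34 in *Rorb h3/h3* and 90 in *Rorb h4/h4* mice.

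In the same fits the log2 fold change of *Rorb* ranged from -0.101 to 0.034 in *Rorb h3/h3* brain, -0.322 to -0.24 in *Rorb h1/h1* spinal cord, -0.077 to 0.028 in *Rorb h3/h3* spinal cord and 0.65 to 0.86 in *Rorb h5/h5* cortex. It was above 0 in *Rorb h3/h3* brain without replicate 3 of the C57BL/6J mice (0.034), and in *Rorb h3/h3* spinal cord in 3 fits (0.021, 0.028, 0.01). The p of the chaperone list ranged from 3.9e-05 to 0.629 in *Rorb h5/h5* brain, 0.00144 to 0.501 in *Rorb h5/h5* spinal cord, 0.021 to 0.861 in *Rorb h5/h5* cortex and 0.00355 to 0.967 in *Rorb h5/h5* hippocampus, and its direction turned in cortex (0.861, 0.617) and hippocampus (0.624). The p of the extracellular matrix list in hippocampus ranged from 0.0034 to 0.91, and that of the solute carrier list in cerebellum from 0.302 to 0.963, with the direction turned in 3 fits (0.884, 0.505, 0.75).

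The animal identifiers divide the *Rorb h2/h2* mice into 2 pairs. edgeR called 10 genes for replicates 1 and 2, of which 7 were among those of all 4 mice, and 23 for replicates 3 and 4, of which 9 were. *Rorb* was at a log2 fold change of -0.88 and -0.95.

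The *Rorb h5/h5* and DBA/1J mice share some identifier series. With the series as a block, edgeR called 0 in *Rorb h5/h5* spinal cord, 20 in *Rorb h5/h5* cortex, 7 in *Rorb h5/h5* hippocampus and 0 in *Rorb h5/h5* cerebellum. *Rorb* then passed an adjusted p of 0.05 in cortex (0.66). The p of the chaperone list was 0.302 in hippocampus and 0.927 in *Rorb h5/h5* brain, where its direction turned. The extracellular matrix list in hippocampus passed 0.05 as lower (0.000586), and the direction of the solute carrier list in cerebellum turned (0.591). The other results of *Rorb h5/h5* mice kept their direction and their side of 0.05, among them lipid synthesis in spinal cord (4.97e-08) and extracellular matrix in cortex (3.41e-07). The block leaves few degrees of freedom, and no such block could be fitted for the C57BL/6J background, where each series lies in one genotype or, for *Rorb h1/h1* mice, all animals are of one.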

Differences from the paper's values

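The fits with the identifier series as a block were chosen after the results were seen. A count was taken to differ from Table 3 when one was more than 1.5 times the other. By this rule the number of differentially expressed genes by edgeR differed in 12 of the 13 comparisons: 0 against the paper's 17 in *Rorb h1/h1* brain (with 745 genes at an unadjusted p under 0.05), 24 against the paper's 83 in *Rorb h2/h2* brain, 29 against the paper's 189 in *Rorb h3/h3* brain, 125 against the paper's 443 in *Rorb h4/h4* brain, 0 against the paper's 62 in *Rorb h5/h5* brain (with 1003 genes at an unadjusted p under 0.05), 50 against the paper's 139 in *Rorb h1/h1* spinal cord, 176 against the paper's 430 in *Rorb h3/h3* spinal cord, 305 against the paper's 559 in *Rorb h4/h4* spinal cord, 1 against the paper's 92 in *Rorb h5/h5* spinal cord, 0 against the paper's 59 in *Rorb h5/h5* cortex (with 1106 genes at an unadjusted p under 0.05), 2 against the paper's 44 in *Rorb h5/h5* hippocampus and 2 against the paper's 42 in *Rorb h5/h5* cerebellum. In *Rorb h2/h2* spinal cord it was 365 against the paper's 526. The 745 genes in *Rorb h1/h1* brain are fewer than the share of 0.05 of the 17603 tested that chance alone gives. The 1003 and 1106 lie somewhat above that share.

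The paper's methods name DESeq2. With DESeq2, an alternative set before the data were examined, none of the 13 counts differed from the paper's by more than 1.5 times, and the counts were 17 in *Rorb h1/h1* brain, 87 in *Rorb h2/h2* brain, 196 in *Rorb h3/h3* brain, 451 in *Rorb h4/h4* brain, 64 in *Rorb h5/h5* brain, 142 in *Rorb h1/h1* spinal cord, 430 in *Rorb h3/h3* spinal cord, 570 in *Rorb h4/h4* spinal cord, 91 in *Rorb h5/h5* spinal cord, 59 in *Rorb h5/h5* cortex, 43 in *Rorb h5/h5* hippocampus and 44 in *Rorb h5/h5* cerebellum. Of the other alternatives, no low-count filter closed the gap in *Rorb h2/h2* brain, *Rorb h4/h4* brain, *Rorb h3/h3* spinal cord and *Rorb h4/h4* spinal cord, sex as a covariate in *Rorb h1/h1* spinal cord and *Rorb h4/h4* spinal cord, and the fit of all groups of a tissue in *Rorb h5/h5* brain, *Rorb h3/h3* spinal cord and *Rorb h5/h5* spinal cord. DESeq2's size factors in edgeR and the replicate block closed it in no comparison.

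The paper ranks genetic background above tissue as a source of variation. Here tissue explained 74.9% and background 33.3% of the variance. The paper finds genotype among the leading components in every comparison, and on the first or second in most. Here genotype was separated on one of the first 3 components in 4 of 13 comparisons, and in 6 with all genes. The paper attributes one hippocampus component to a difference in age, while the labels give all these mice as 7 weeks old.

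The paper gives *Rorb h4/h4* mice the most differentially expressed genes in both tissues and *Rorb h1/h1* mice the fewest. In spinal cord edgeR called more in *Rorb h2/h2* mice, 365 against 305 in *Rorb h4/h4* mice, and also with DESeq2's size factors, 351 against 302, without the low-count filter, 783 against 686, and with the replicate block, 292 against 231. *Rorb h4/h4* mice had the most with DESeq2, 570 against 554 in *Rorb h2/h2* mice, and with sex as a covariate, 391 against 297. In one fit of all groups of the tissue *Rorb h3/h3* mice had the most, 475, against 306 in *Rorb h4/h4* and 174 in *Rorb h2/h2* mice. In spinal cord the fewest were in *Rorb h5/h5* mice, 1 by edgeR and 91 by DESeq2, against 50 and 142 in *Rorb h1/h1* mice, while in the one fit of all groups *Rorb h1/h1* mice had the fewest, 2 against 62. Table 3 has the order of the edgeR and DESeq2 counts there, with the paper's 92 in *Rorb h5/h5* and 139 in *Rorb h1/h1* mice, and only the statement in the paper's conclusions differs.

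The paper calls *Rorb* in both tissues and all 3 regions of *Rorb h5/h5* mice, and places it in the first 10 genes in brain, spinal cord and cortex in one passage and outside them in brain and spinal cord in another. By edgeR *Rorb* was not called in any of these 5 comparisons, with an adjusted p of 0.39, 0.38, 0.12, 0.35 and 0.081 in brain, spinal cord, cortex, hippocampus and cerebellum. In cortex edgeR called it with the identifier series as a block, chosen after the values were seen and with few degrees of freedom left (adjusted p = 0.022), and without replicate 3 of the DBA/1J mice (adjusted p = 0.025). DESeq2 called it in all but spinal cord (adjusted p = 0.053), with ranks of 33, 97, 6, 19 and 6, so that in cerebellum it was within the first 10.

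The paper names *Rorb* as the gene shared by most comparisons. It was called in 5 by edgeR and 7 by DESeq2, while *Dnajb11* and *Sdf2l1* were called in 6 by edgeR, and *Manf*, *Pdia6* and *Apln* in 8 by DESeq2. The paper reports extracellular matrix terms in hippocampus and transporter terms in cerebellum, from the genes it called. Here edgeR called 2 genes in each region, 0 of them in these lists, which leaves such terms undecided. Adjusted over the list alone, 0 of 36 extracellular matrix genes in hippocampus and 8 of 32 solute carrier genes in cerebellum were called. With the identifier series as a block, chosen after the values were seen, the extracellular matrix list in hippocampus passed 0.05 in limma's camera test, at 0.000586 without adjustment, as lower (median -0.11).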

Other observations

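The tests on animal identifiers, *Ndn*, *Ide* and *Amd-ps3* were chosen after the results were seen. The chaperone list was lower in *Rorb h1/h1*, *Rorb h2/h2*, *Rorb h3/h3* and *Rorb h4/h4* mice than in the C57BL/6J controls. Over the 18 animals it stayed lower by fry with library size (larger p of the 2 tissues 4.32e-05), the share of the identifier without a symbol (0.000318), the glucocorticoid list (0.000713) or the immediate early list (2.47e-05) as a covariate. Sex as a covariate kept camera p under 0.05 in 8 of 8 comparisons, which alone shows little, as such a p is common in these libraries. With it the median was -0.20, -0.25, -0.39 and -0.32 in *Rorb h1/h1* to *Rorb h4/h4* brain, against -0.20, -0.25, -0.33 and -0.31 without. In *Rorb h1/h1* and *Rorb h2/h2* spinal cord it was -0.16 and -0.17 with and without sex. Of the 816 ways to draw 3 of the 18 animals, 1 gave a difference as large. These values argue against each of these as the whole cause, for sex in the comparisons whose medians are given. The heat-shock list stays open. Within groups it followed the chaperone list with r = 0.908 in brain (permutation p = 0.0002, adjusted 0.002 over 10 relations) and rho = 0.874 (permutation p = 1e-04, the smallest possible, adjusted 0.001). In spinal cord r was 0.849 (permutation p = 0.0086, adjusted 0.043), and rho was 0.676 (permutation p = 0.0195, adjusted 0.0975), which did not pass adjustment. Without the 2 farthest animals r was 0.876 and 0.565. With it as a covariate the median shift went from -0.28 to -0.09 in brain and from -0.20 to -0.06 in spinal cord, with a larger fry p of 0.0287. A stress response at collection therefore may account for part of the shift, and cannot be told apart from an effect of genotype.

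For animal batch, *Rorb h1/h1* mice share the identifier series of the controls, and their brains had the lower list (fry p = 0.0315, though 0.074 by camera with an estimated correlation). The *Rorb h2/h2*, *Rorb h3/h3* and *Rorb h4/h4* mice share 0 series with the controls, so batch and genotype cannot be told apart for them.

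Between the comparisons of *Rorb h1/h1* to *Rorb h4/h4* mice the log2 fold changes correlated across genes, which are not independent replicates, with a median r of 0.568 in brain and 0.57 in spinal cord. Unchanged groups simulated against the same controls gave 0.53 to 0.58 and 0.533 to 0.583, so shared controls are a candidate explanation of this correlation. In the simulation shared controls alone gave less than all that the comparisons share. Genes with one sign in all 4 comparisons made up 50.7% in brain and 49.5% in spinal cord, against 42.7% to 43.6% and 42.6% to 43.9% in the simulated groups. Over all 10 comparisons of brain and spinal cord, those with DBA/1J included, the simulated groups gave at most 19 calls, against 1075. The simulation drew genes and libraries independently, without sex, batch or correlation between genes. It therefore cannot tell an effect of genotype from shifts that real libraries share, such as those of shared controls with a batch.

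Other splits of the same libraries were tested with edgeR's count, DESeq2's count and the p of the chaperone list. Of 35 splits, the number with a result as large, the real one included, was 2, 3 and 1 in *Rorb h2/h2* brain, 1, 2 and 1 in *Rorb h3/h3* brain, 1, 3 and 1 in *Rorb h4/h4* brain, 1, 1 and 1 in *Rorb h2/h2* spinal cord, 1, 1 and 1 in *Rorb h3/h3* spinal cord and 1, 1 and 1 in *Rorb h4/h4* spinal cord, in that order. In *Rorb h2/h2* brain the split with more calls, 239 by edgeR, set replicates 1 and 2 with a control against replicates 3 and 4 with the other controls, and so follows the animal identifiers. Every pair of same-numbered mice is parted by 4 of the 10 splits of *Rorb h1/h1* brain, a choice of splits that rests on a pairing not established. The real one gave 17 calls by DESeq2 and 3 by edgeR with the replicate block, and the others 0 by DESeq2 and at most 1 with the replicate block, while the splits that keep pairs together reached 123 by DESeq2. Of 10 splits, which cannot give a share under 0.1, the numbers were 10, 4 and 1 in *Rorb h1/h1* brain, 10, 1 and 6 in *Rorb h5/h5* brain, 1, 1 and 1 in *Rorb h1/h1* spinal cord, 3, 2 and 5 in *Rorb h5/h5* spinal cord, 10, 2 and 7 in *Rorb h5/h5* cortex, 2, 2 and 6 in *Rorb h5/h5* hippocampus and 3, 2 and 3 in *Rorb h5/h5* cerebellum. For the second list they were 1 for lipid synthesis in spinal cord, 1 and 5 for extracellular matrix in cortex and hippocampus and 9 for solute carriers in cerebellum. Among the other splits of *Rorb h4/h4* brain, 22 had a chaperone p under 0.05 by camera, so that a camera p under 0.05 alone is common in these libraries.

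*Ndn* was at 103 CPM in C57BL/6J brain, 102 in *Rorb h1/h1*, 167 in *Rorb h2/h2*, 169 in *Rorb h3/h3* and 161 in *Rorb h4/h4* brain. Its rise of 0.54 (log2) in *Rorb h3/h3* spinal cord, where *Rorb* RNA did not change, argues against reduced *Rorb* RNA as the cause there. Counts of RNA do not show protein, so a loss of *Rorb* function stays open. In *Rorb h1/h1* brain the log2 fold change of *Ndn* was -0.008, so batch and genotype cannot be told apart for *Ndn*.

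*Ide*, *Fgfbp3* and *Btaf1* were higher in *Rorb h3/h3* and *Rorb h4/h4* mice, by at least 0.20 (log2). *Cpeb3* and *Marchf5*, annotated between them, reached at most 0.046, which argues against extra copies of one continuous segment. These 2 genes were settled on after their values were seen. A gene overlapping *Cpeb3*, *A330032B11Rik*, reached 0.86, and the median of all 3 was 0.03.

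*Amd-ps3* came in steps, at 4.15, 4.69, 7.80 and 7.77 CPM in the 4 *Rorb h3/h3* brains and 0.641, 3.41, 0.555 and 4.21 CPM in the 4 *Rorb h4/h4* brains. In 2 of 2 strains the highest pair of animals was the same in both tissues (chance 0.0278). A variant carried by single animals is a candidate explanation.

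The identifier without a symbol took 9.24%, 6.78% and 7.65% of counts in *Rorb h1/h1* spinal cords, and 1.76%, 4.53% and 1.81% in controls. Of the other genes called there, 69.4% followed this share in other groups in the direction of their change, under the 95th percentile of permutations of 75.5 (permutation p = 0.136), so the share and genotype cannot be told apart.

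In cerebellum the 9 choroid plexus markers were all lower in *Rorb h5/h5* mice, with a median of -2.43, and *Ttr* was at 518 ± 472 CPM (SD, n = 3) against 1506 ± 249 (SD, n = 3). Within groups the markers moved together (median r = 0.918, permutation p = 0.0005, the smallest possible), so choroid plexus carried in some dissections is a candidate explanation. Without the 5 genes it shares with the meningeal markers, the extracellular matrix list in cortex had 31 genes and a median of 0.116. These 31 genes stayed higher with the meningeal markers as a covariate (median 0.119, 0.000133 by limma's camera test). Another split of the same cortices gave a camera p of 1.68e-05 for the full list, so a p of this size alone does not decide. Meninges therefore stay open as a cause.

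Of the lists not reported elsewhere, the median log2 fold changes lay from -0.17 to 0.14 for day-phase clock genes, from -0.20 to 0.18 for layer 4 markers and from -0.10 to 0.15 for oligodendrocyte precursor markers. No call by camera among them held under fry, apart from layer 4 markers in *Rorb h1/h1* brain once the replicate block was in the fit (0.0189 by fry). By fry alone the layer 4 markers, which include *Rorb*, were lower in brain of *Rorb h2/h2* (0.033) and *Rorb h4/h4* mice (0.0091) and in spinal cord of *Rorb h2/h2* (0.039) and *Rorb h4/h4* mice (0.00041), and higher in cerebellum of *Rorb h5/h5* mice (0.0035), without adjustment. Beside spinal cord of *Rorb h5/h5* mice, the lipid synthesis list was higher by camera and fry in spinal cord of *Rorb h4/h4* mice, with a median of 0.10, 30 of 34 genes higher, an adjusted p of 2.7e-08 in limma's camera test and 0.016 by fry, and of *Rorb h2/h2* mice, with a median of 0.06, 29 of 34 higher, an adjusted p of 3.0e-05 and 0.031 by fry. edgeR called 2 and 5 of its genes there, and 14 and 11 adjusted over the list alone. Upstream of *Rorb* within 0.5 Mb the annotation lists 1 other gene of the files, *Gm25437*, with 0 counts in all 66 libraries. Reads outside genes could not be counted from gene totals.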
